# Increased hippocampal excitability in miR-324-null mice

**DOI:** 10.1038/s41598-021-89874-1

**Published:** 2021-05-17

**Authors:** Dan J. Hayman, Tamara Modebadze, Sarah Charlton, Kat Cheung, Jamie Soul, Hua Lin, Yao Hao, Colin G. Miles, Dimitra Tsompani, Robert M. Jackson, Michael D. Briggs, Katarzyna A. Piróg, Ian M. Clark, Matt J. Barter, Gavin J. Clowry, Fiona E. N. LeBeau, David A. Young

**Keywords:** Neuroscience, Epigenetics in the nervous system

## Abstract

MicroRNAs are non-coding RNAs that act to downregulate the expression of target genes by translational repression and degradation of messenger RNA molecules. Individual microRNAs have the ability to specifically target a wide array of gene transcripts, therefore allowing each microRNA to play key roles in multiple biological pathways. miR-324 is a microRNA predicted to target thousands of RNA transcripts and is expressed far more highly in the brain than in any other tissue, suggesting that it may play a role in one or multiple neurological pathways. Here we present data from the first global miR-324-null mice, in which increased excitability and interictal discharges were identified in vitro in the hippocampus. RNA sequencing was used to identify differentially expressed genes in miR-324-null mice which may contribute to this increased hippocampal excitability, and 3′UTR luciferase assays and western blotting revealed that two of these, *Suox* and *Cd300lf*, are novel direct targets of miR-324. Characterisation of microRNAs that produce an effect on neurological activity, such as miR-324, and identification of the pathways they regulate will allow a better understanding of the processes involved in normal neurological function and in turn may present novel pharmaceutical targets in treating neurological disease.

## Introduction

MicroRNAs (miRNAs) are a class of single-stranded non-coding RNAs (ncRNAs) that modulate the expression of other RNA molecules. This regulation is achieved through utilising sequences within the 3′ untranslated region (3′UTR) of target RNAs which are complementary to the mature miRNA sequence in order to interact and consequently downregulate the translation of the target^1–3^. miRNAs have been predicted to affect the expression of vast numbers of transcripts throughout the genome^4,5^ via decapping and deadenylation of the target transcript^6–8^. Furthermore, the mechanism of gene regulation through miRNA activity is highly conserved across the plant and animal kingdoms^9–11^, underpinning the importance of these small ncRNAs. As such, it is unsurprising that miRNAs have been found to play major roles in many biological networks implicated in development and disease^12–17^.

miRNAs are crucial components in normal brain development and neurological function and a complete lack of miRNAs results in severe consequences. *Dicer1* encodes an essential endoribonuclease for miRNA processing and conditional *Dicer1* knockout models (KO) in individual neuronal populations present with severe neurological abnormalities^18–21^. These are most commonly due to upregulation of apoptotic pathways or downregulation of cell proliferation, resulting in reduced brain size. The impact of some individual miRNAs on brain development are so great that KO of the gene encoding only that miRNA can severely impact neurological functioning. For example, mice lacking miR-9, one of the most highly expressed miRNAs in vertebrate brains, present with severely abnormal telencephalic structures due to a lack of miR-9-mediated regulation of neural progenitor cell proliferation^22–24^. Double KO of genes encoding the miR-34b/c and miR-449 clusters, which are functionally redundant to one another^25^, mirrors *Dicer1* KO models in that apoptosis is upregulated, resulting in a reduction in basal forebrain size^26^. A related miRNA, miR-34a, is also important in normal brain function, and has been observed to produce an opposing effect to miR-34b/c in that it promotes apoptotic pathways when it is upregulated. Furthermore, miR-34a may contribute to the neuronal death that occurs in rodent models following seizures, as it has been shown to be upregulated following these events^27,28^. Individual miRNAs are therefore essential for normal brain development and in general these key neurological miRNAs exert their effects through shifting the balance between neurogenesis and apoptosis.

miR-324 has previously been suggested to function in the regulation of normal neural activity^29,30^ and is expressed more abundantly in the brain than in other tissues^31^. Experimentally validated target information for miR-324 is somewhat limited, but the two mature miR-324 arms, miR-324-5p and -3p, are each predicted to target and repress a large number of genes. Amongst the targets relevant for neurological activity, *App*, the gene encoding the amyloid precursor protein^32^, is one of the most confidently predicted^4,33^, potentially linking miR-324-5p to Alzheimer’s Disease^34^. miR-324-5p has also been investigated in relation to epilepsy; in a murine model of epilepsy, whereby wild-type (WT) mice were injected with pilocarpine in order to evoke seizure activity, the use of a miR-324-5p antagomir was found to reduce the incidence of epileptic events^30^, purportedly by downregulating the expression of *Kcnd2*, a gene encoding the potassium channel protein Kv4.2^29,30^. Deletion or mutation of *Kcnd2* has been shown to severely impair A-type K^+^ currents^35–37^. A detailed investigation into the cause of the association between miR-324 and epilepsy has however not yet been reported.

Our group has produced the first global miR-324-null mice, allowing high-throughput RNA sequencing (RNA-seq) to be applied in vivo for the first time to elucidate genes and pathways altered by a lack of *Mir324*, the gene encoding miR-324. Here, hippocampal slices from miR-324-null mice were found to display hyperexcitability in vitro, contrasting with what has previously been reported^30^. RNA-seq of hippocampus and neocortex identified genes that may be responsible for this phenotype and 3′UTR-luciferase assays were used to confirm direct interactions between miR-324 and putative targets identified using RNA-seq. Western blotting confirmed two of these putative targets, SUOX and CD300lf, were increased in miR-324-null hippocampal extracts. These interactions reveal novel regulatory activity of miR-324 on epilepsy-associated genes, allowing a better understanding of the processes involved in normal neurological function.

## Results

### Generation of miR-324 global knockout mice

Since miR-324-5p is expressed more abundantly in the brain than in any other tissue^31^, we initially sought to determine the functional role of the microRNA using a knock-out mouse model. In order to assess the activity of miR-324-5p and -3p in mice, our group produced the first global knockout mouse model of miR-324 (Fig. 1a,b). The expression levels of *Mir324* in male 13.5 month old WT miR-324-null mice were measured using real-time reverse transcriptase polymerase chain reaction (qRT-PCR) in hippocampus and neocortex, confirming that miR-324-null mice completely lack expression of *Mir324* (Fig. 1c). Additionally, in situ hybridisation revealed that miR-324-5p is expressed across the murine hippocampus in WT mice, including the CA3 region (Fig. 1d). miR-324-null mice were born at the normal Mendelian ratio, were phenotypically normal with no obvious overt phenotype and survived with normal longevity.

**Figure 1:**
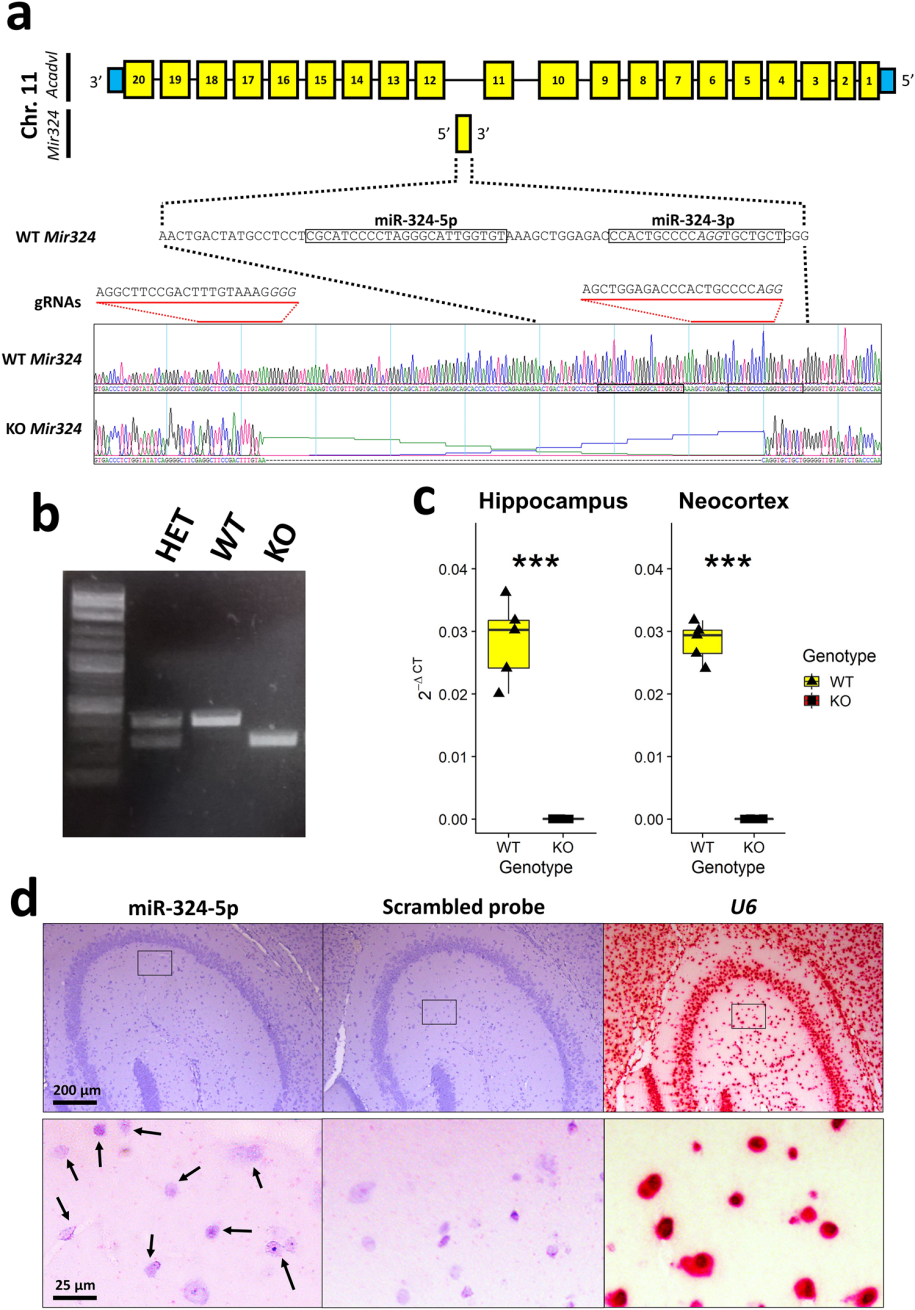
*Mir324* was knocked out in a C57/BL6 background in a 133 bp deletion. (**a**) The *Mir324* locus and surrounding region in relation to the knockout. The positions from which the mature miR-324-5p and -3p arms are encoded are indicated and text in italics shows the locations of the protospacer-adjacent motifs used for the knockout. (**b**) Routine breeding and genotyping by PCR was used to maintain the stock, and allowed easy identification of whether each individual was heterozygous (HET), wild-type (WT) or miR-324-null (KO) with respect to *Mir324*. (**c**) The expression levels of *Mir324* in hippocampus and neocortex tissue illustrate the lack of *Mir324* in 13.5 month old male miR-324-null (KO) mice relative to WT mice. *U6* was used as the control to normalise *Mir324* levels between samples. Here, *** signifies *p* value ≤ 0.001, where significance was calculated using two-sided Student’s *t*-tests. (**d**) miR-324-5p is shown to be expressed in the murine hippocampal CA3 region by in situ hybridisation. Arrows indicate the cells in which miR-324-5p expression is detected as punctate red spots. Hippocampal slices stained for negative and positive controls (a scrambled probe and *U6*, respectively) are also shown.

### miR-324-null mice display electrophysiological abnormalities in the hippocampus

In order to determine whether global miR-324-null mice exhibited any deficits in the generation of network activity, the local field potential (LFP) was recorded from the CA3 *stratum radiatum* in hippocampal slices obtained from 19 to 21 week old female miR-324-null and WT mice (16 slices obtained from 6 mice, for each genotype). Kainate (KA) was used to evoke gamma-frequency oscillatory activity (20–80 Hz) at a range of concentrations between 50 nM and 1 µM. At 0 nM KA, no spontaneous gamma-frequency oscillation was observed. As the KA concentration was increased, the power of the gamma-frequency oscillation increased in amplitude and area until 400–600 nM KA, at which point the oscillation collapsed as previously reported^38^. Hippocampal KA-evoked oscillatory activity was recorded at each concentration for 30 min and the final minute of each trace was used to measure area power, peak amplitude and peak frequency. All slices, both WT and miR-324-null, showed gamma-frequency oscillatory activity during the course of the experiment, but if no such activity was observed in a slice at a particular KA concentration then that slice was omitted from analysis at that concentration. Over the range of KA concentrations, no statistically significant differences were observed between genotypes for any of the metrics (Fig. 2), although area power showed a trend to be larger in the miR-324-null slices and was close to the significance threshold (*p* value = 0.068; N = 16 slices obtained from 6 mice per genotype, Supplementary Table S1). All three metrics were statistically significantly affected by the concentration of KA, independent of genotype (*p* values for area power, peak amplitude and peak frequency = 2.4 × 10^–25^, 1.8 × 10^–20^ and 1.0 × 10^–20^, respectively). With regard to peak frequency, a shift to a higher frequency is seen between 400 and 600 nM KA in miR-324-null slices, whereas in WT slices this shift is less consistent.

**Figure 2:**
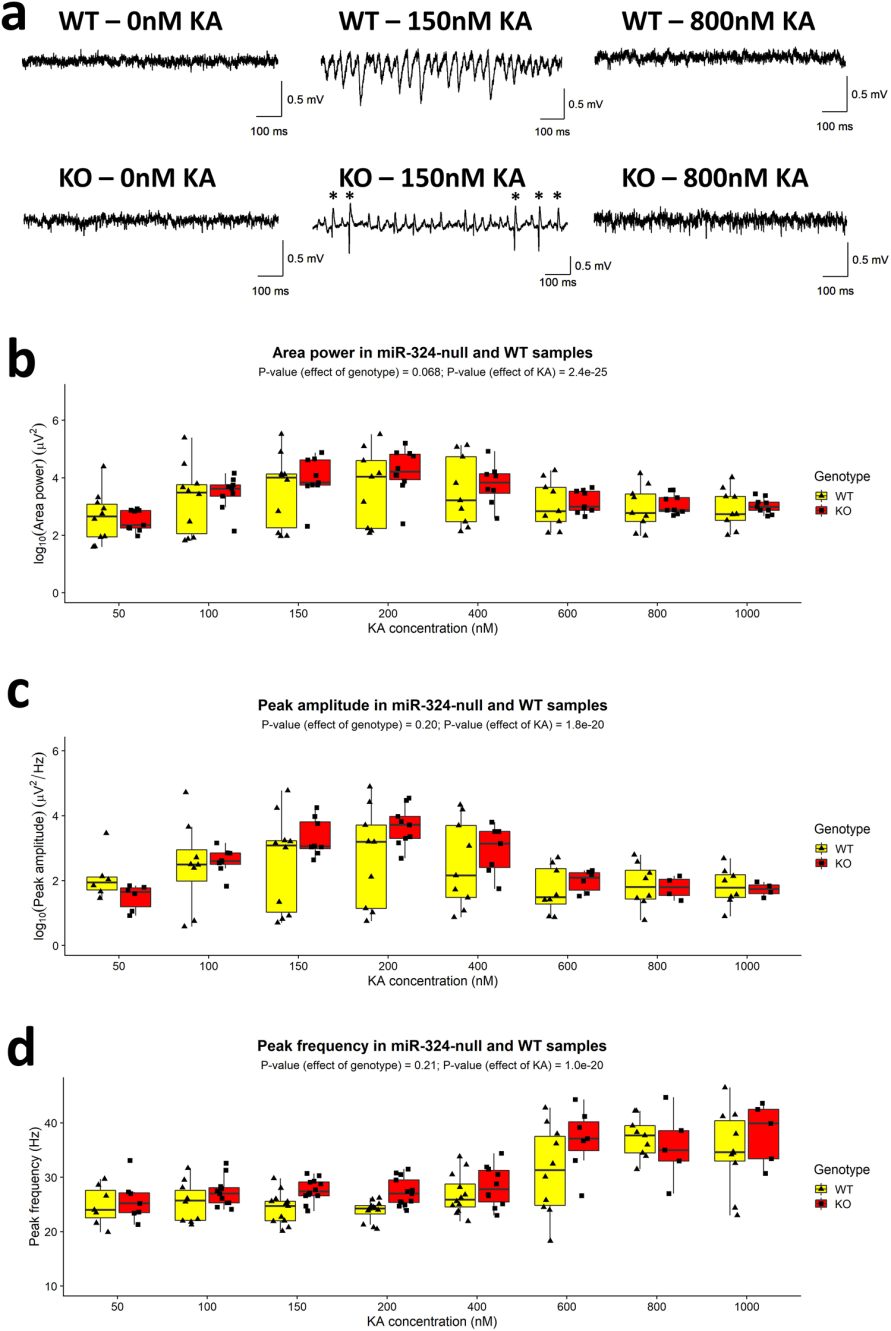
No change in gamma-frequency oscillations was observed between hippocampal slices taken from 5 month old female miR-324-null and WT mice (N = 16 slices obtained from 6 mice per genotype). (**a**) Example 1 s traces of LFP recorded from a single WT and miR-324-null slice in the absence of KA (baseline) and following bath application of KA at 150 nM and 800 nM. In both genotypes, no spontaneous oscillations were seen before KA application, but clear gamma-frequency activity was evident at 150 nM. In the miR-324-null slices, “spikes” in the LFP are indicated by *. Oscillations subsequently collapsed at higher KA concentrations (800 nM KA). (**b**–**d**) Comparisons between genotypes of area power, peak amplitude and peak frequency showed no significant differences, although area power was close to the 5% significance threshold (*p* value = 0.068). KA concentration significantly affected all three metrics. Slices that did not show clear gamma-frequency oscillatory activity at a particular concentration were omitted from analysis at that concentration, and therefore for some KA concentrations N < 16. *p* Values were calculated using 2-way mixed ANOVAs, although for peak amplitude and area power, the data was first log_10_ transformed as the initial data were not normally distributed.

Interestingly, in some hippocampal slices, particularly those obtained from miR-324-null mice, regular interictal discharges (IIDs) were evident following application of KA. In other slices, oscillations exhibited large so-called ‘spikes’ in the field potential recordings. Upon comparing the proportions of all slices exhibiting IIDs in miR-324-null and WT slices across the range of KA concentrations used, there was a noticeable increase in the number of slices showing IIDs in miR-324-null slices relative to WT slices, which was most apparent at 150 and 200 nM KA (Fig. 3). All IIDs observed in WT slices were obtained from a single mouse, whereas slices taken from 4 of the 6 miR-324-null mice produced IIDs after KA application. The number of detected spikes and IIDs per minute were both significantly increased in miR-324-null mice relative to WT control (*p* values = 2.8 × 10^–3^ and 0.021, respectively; N = 16 slices obtained from 6 mice per genotype), demonstrating that lack of *Mir324* increases the overall incidence of these hyperexcitable epilepsy-related events (Fig. 4). In particular, the frequency of spikes is significantly increased in miR-324-null slices between 150 and 800 nM of KA and the frequency of IIDs is significantly increased in miR-324-null slices between 150 and 400 nM of KA (*p* values ≤ 0.05, using Tukey’s HSD post-hoc tests). KA concentration was not found to significantly affect these metrics, independent of genotype.

**Figure 3:**
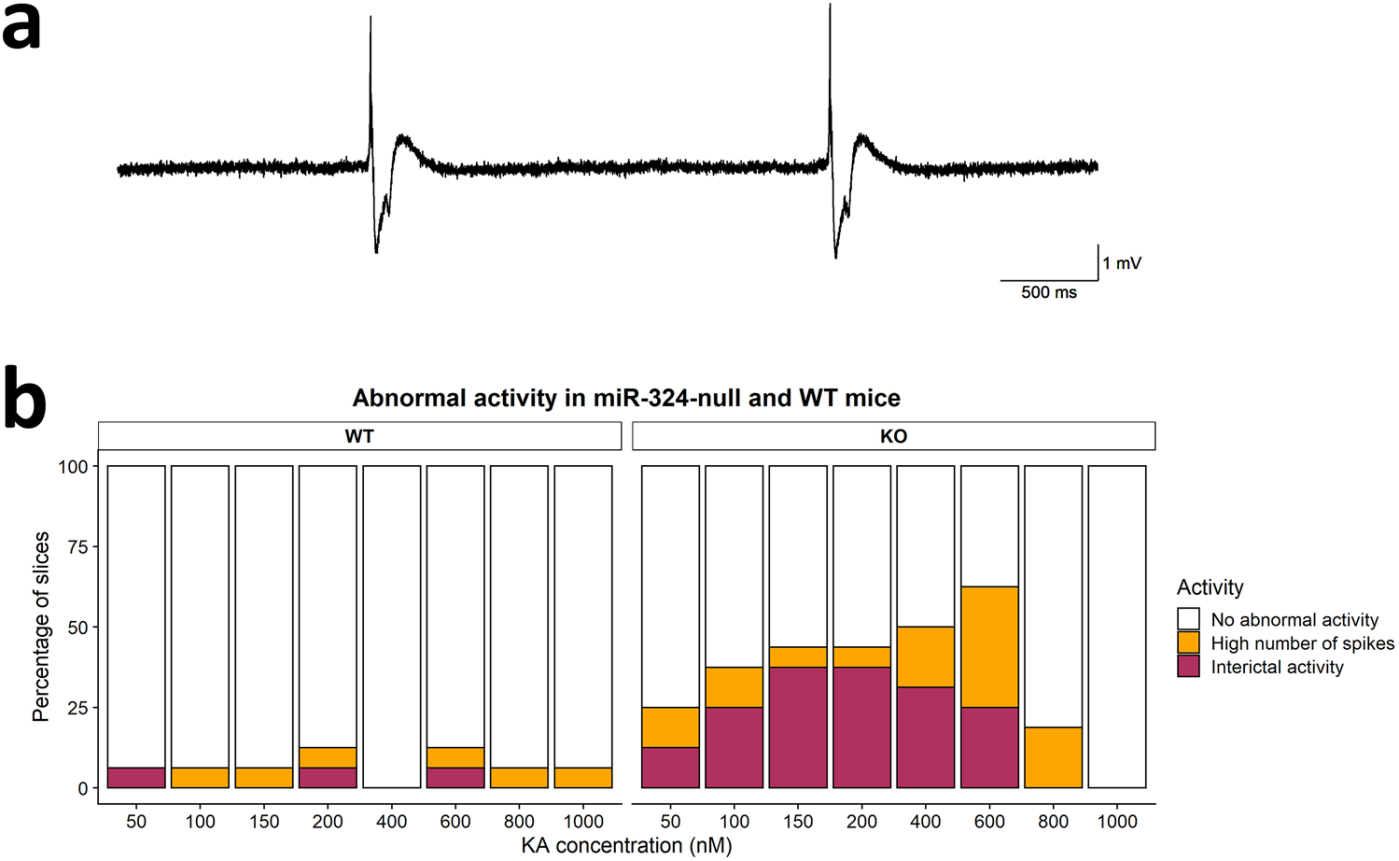
Increased excitability in hippocampal slices obtained from female 5 month old miR-324-null mice. (**a**) IIDs were observed in some slices from miR-324-null mice. (**b**) A far higher proportion of miR-324-null hippocampal slices showed IIDs or a high number of spikes than WT slices (N = 16 slices obtained from 6 mice per genotype). Any slice displaying at least one IID was classed as showing interictal activity, whilst slices showing no interictal activity but a high number of spikes were also grouped together. Slices were classed as showing high number of spikes if they had a greater number of spikes than the mean plus 2 SDs of spike number in the WT slices, for each KA concentration. For example, the mean plus 2 SDs of WT spikes at 150 nM KA was 15.0, and therefore any slices at 150 nM with more than 15 spikes were classed as having a high number of spikes. The most prominent distinction between genotypes is seen at 150 and 200 nM KA, at both of which 37.5% of miR-324-null slices displayed interictal activity, whereas the vast majority of WT slices at these concentrations showed no abnormal activity.

**Figure 4:**
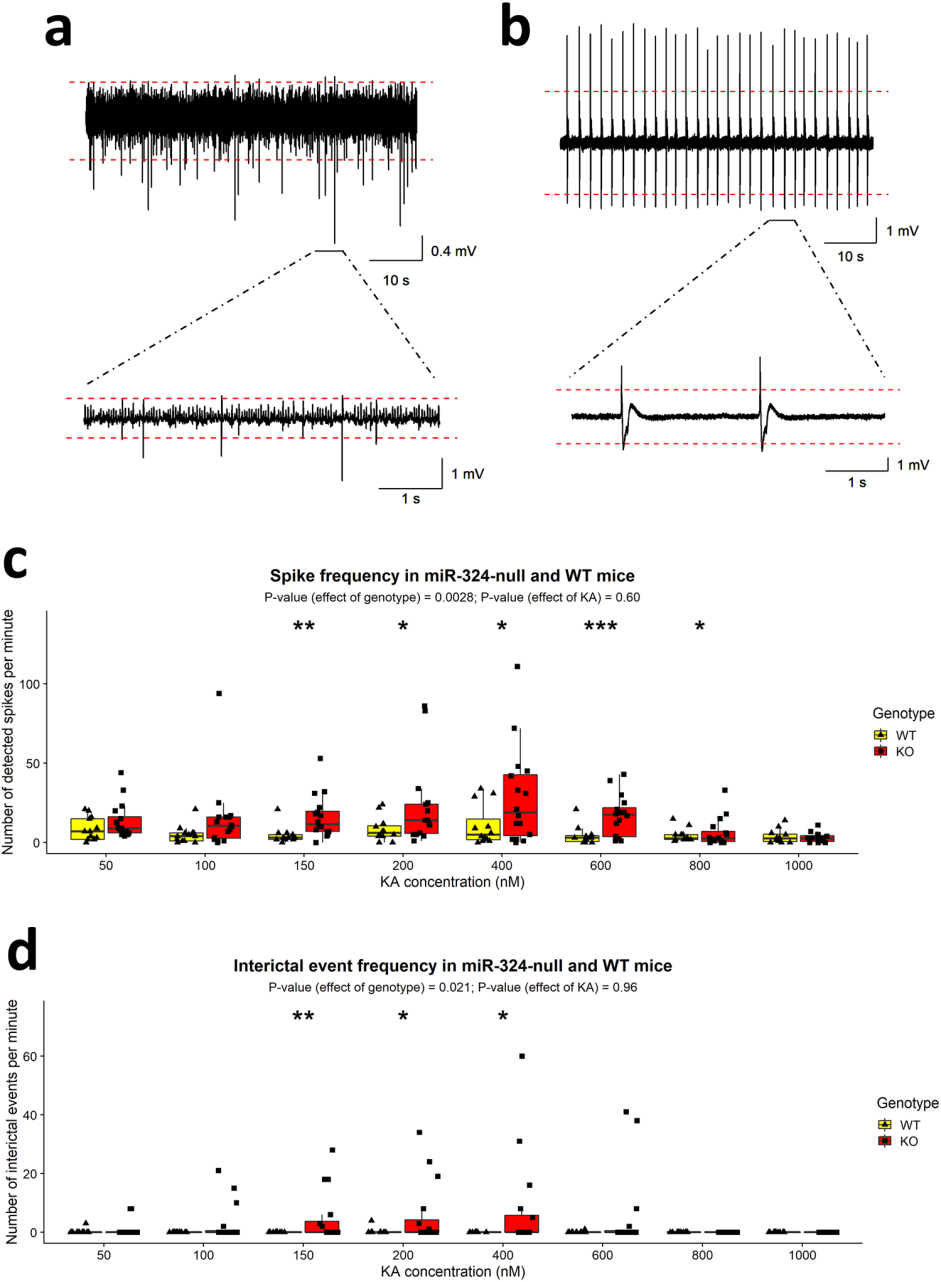
Comparison of measures of excitability in electrophysiology data measured in hippocampal slices taken from 19 to 21 week old female miR-324-null and WT mice (N = 16 slices obtained from 6 mice per genotype). (**a** and **b**) Examples of traces following bath application of 150 nM KA that show large numbers of spikes (peaks more than 5SDs from the baseline) and IIDs, respectively (both measured in miR-324-null slices). The red dashed lines indicate 5 standard deviations above and below the baseline. (**c** and **d**) Electrophysiological traces of miR-324-null mice contained a significantly higher frequency of spikes and IIDs than WT control traces. The majority of slices obtained from WT mice showed no IIDs and therefore the frequency for these slices is zero. *p* Values were calculated using 2-way mixed ANOVAs of ranks, as the initial data was not normally distributed. *, ** and *** indicate *p* values ≤ 0.05, 0.01 and 0.001 respectively for post-hoc testing using Tukey’s HSD tests.

### Hippocampal and neocortical RNA sequencing of miR-324-null mice

Both miR-324-5p and miR-324-3p are each predicted to target and repress a large number of genes; for both human and mouse, the miRNA target prediction algorithm TargetScan^4,33^ predicts over 3000 targets for each arm, although some of these overlap (Supplementary Figure S1a). There are reportedly two distinct isomiRs of miR-324-3p, miR-324-3p.1 and -3p.2^39–41^, which alter the predicted seed binding sequence and therefore also the predicted targets (Supplementary Figure S1b). However, most miRNA target prediction databases treat miR-324-3p.1 as the canonical form of miR-324-3p and hence this designation is used here. 

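RNA was sequenced from the hippocampus and the neocortex of male mice aged 13.5 months, with 5 WT and 5 miR-324-null samples of each tissue and 20 samples in all, as stranded mRNA libraries. For each sample the authors deposited the output of kallisto, a program that assigns reads to annotated transcripts by their short subsequences in place of a base-by-base alignment. It gives an estimated count and a value in TPM, which is scaled to the transcript's length and the sample's total, for each of 115270 mouse transcripts. The estimated counts of a sample summed to between 12752439 and 15857771 in WT hippocampus (median 15427199) and to between 12755735 and 16239257 in miR-324-null hippocampus (median 13483698). In the neocortex they summed to between 14238291 and 15071527 in WT (median 14978839) and to between 13691038 and 19617765 in miR-324-null samples (median 18029582). By identifier, 113580 of the transcripts were matched to an annotation of GRCm38, the build the paper names. The 1690 transcripts without a match held at most 0.56% of the estimated counts of a sample and were left out. The estimated counts were summed over the transcripts of each of 35580 genes and rounded to whole numbers. Each tissue was then fitted on its own with edgeR's quasi-likelihood test, TMM normalization and edgeR's default filter on low counts, and p values were adjusted by the Benjamini-Hochberg method. The filter left 14796 genes in the hippocampus and 14930 in the neocortex, and genes with an adjusted p of at most 0.05 were called DE, the threshold the paper uses. The paper itself converted the kallisto estimates to genes with Tximport and tested them with DESeq2, and that combination was run as an alternative. On simulated counts of 14685 genes at the depth of the hippocampus samples, of which 200 were changed by 1 on the log2 scale, edgeR's test recovered 99% of the changed genes, and 5.3% of its calls were unchanged genes. The changed genes of the simulation were drawn among those with high counts, so the recovery does not extend to low counts or smaller changes. Levels are given as TMM-normalized CPM, the count scaled by the size of the sample, as mean and SD. Estimated counts of transcripts with near-identical sequence can be divided among them by the counting, so values of such genes are uncertain, and the SDs and the smallest detectable level of 3 counts cover no error of that kind.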

RNA-seq of RNA extracted from 13.5 month old male miR-324-null and WT mouse hippocampus and neocortex was undertaken in order to identify any predicted miR-324 targets or genes downstream of these in biological pathways that may be responsible for the observed epileptic phenotype (dataset freely available at GEO, accession GSE158337). 

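*Mir324* lies on chromosome 11 of GRCm38 from 70012043 to 70012131. It is inside *Dvl2*, which runs from 70000595 to 70012301 on the same strand, and inside *Acadvl*, which runs from 70010183 to 70015411 on the opposite strand. The level of *Mir324* itself was not analysed here, so the targeted gene gives no check of the genotype labels. *Acadvl* stood at 35.3 ± 2.13 CPM (SD, n = 5) in WT and 36.3 ± 1.90 CPM (SD, n = 5) in miR-324-null hippocampus. Its log2 fold change was 0.04 (standard error 0.06, adjusted p = 0.857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the neocortex *Acadvl* stood at 34.9 ± 1.55 CPM in WT and 36.6 ± 1.82 CPM in miR-324-null samples (log2 fold change 0.08, standard error 0.05, adjusted p = 0.598 from the same edgeR test). The log2 fold change of *Dvl2* was 0.04 in the hippocampus (standard error 0.12, adjusted p = 0.936) and 0.06 in the neocortex (standard error 0.10, adjusted p = 0.854), both from edgeR's test. With an offset for the average transcript length in edgeR, the hippocampal value of *Dvl2* changed sign to -0.02 (adjusted p = 0.974). Over the alternatives that kept every replicate and were not added later, its adjusted p ranged from 0.923 to 0.988. With 1 replicate left out in edgeR's test it ranged from 0.749 to 0.998. The annotated *Dvl2* transcripts that extend over *Mir324* are a pair that both run from 70000617 to 70012301, have 5037 bases each and were given equal estimated counts by the counting. Each of them had 26.3 ± 10.0 estimated counts (SD, n = 5) in WT and 30.4 ± 9.80 in miR-324-null hippocampus (exact permutation test, two-sided, p = 0.524). In the neocortex each had 33.1 ± 4.75 estimated counts in WT and 46.5 ± 9.97 in miR-324-null samples (exact permutation test, p = 0.0397). They can come from sequence in common with other *Dvl2* transcripts, since the counting divides reads between the transcripts they match. The counts are not scaled by depth, which was higher in the miR-324-null neocortex. As a share of the TPM of *Dvl2* in the neocortex, each stood at 5.34% ± 1.03 in WT and 5.63% ± 0.616 in miR-324-null samples (exact permutation test, p = 0.667). *Dvl2* and *Acadvl* overlap on opposite strands, and the paper does not state whether the pseudo-alignment used the strand, so the division of reads between them is uncertain.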

The murine *Mir324* locus is within a predicted 3′UTR transcript variant of *Dvl2*, antisense to the *Acadvl* locus, but no reads from either genotype mapped to the predicted variant of *Dvl2* and reads that mapped to *Acadvl* did not differ between genotype (Supplementary Figure S2), confirming that hippocampal hyperexcitability identified was due to the removal of miR-324.

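PCA was run on the TMM-normalized counts of 15391 genes in the 20 samples, centred and on the linear scale. The first component held 55.0% of the variance and the second 25.4%. The mitochondrial gene mt-Co1 alone made up 51.5% of the first component, followed by mt-Nd4 with 8.41% and mt-Cytb with 8.39%. Differences between the tissues held 23.4% of the total variance (permutation test, 100000 relabellings, p = 0.0036). Differences between the genotypes within a tissue held 20.1% (permutation test, p = 0.0453). The alternative that moved these shares most was leaving out the 100 genes with the highest mean, with which the tissue held 49.0% and the genotype 5.86% (permutation test, p = 0.445). On log2 CPM the tissue held 38.4% and the genotype 12.4% (permutation test for the genotype, p = 0.00014). These permutations relabel the samples of both tissues as independent, so their p values can be too small if both tissues came from the same mice. With TPM on the linear scale the order changed, to 17.7% for the tissue and 22.5% for the genotype. It also changed without WT replicate 3 (21.5% and 27.1%) and without miR-324-null replicate 1 (24.3% and 27.8%), and in none of the other settings. The genotype share sums a difference within each tissue, while the tissue share rests on a single difference. Noise therefore raises the genotype share more, so the order of the shares does not by itself rank the factors.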

Principal component analysis (PCA) of the RNA-seq data showed variance corresponding to the different brain regions to be greater than the variance corresponding to the genotypes, due to the relatively low number of differentially expressed (DE) genes (Fig. 5a). However, when comparing all genes ranked by fold-change the two datasets were highly correlative^42^ (Fig. 5b). 

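Over the 14588 genes tested in both tissues, Spearman's rho between the log2 fold changes in the hippocampus and in the neocortex was 0.30, and Pearson's r was 0.50. These are correlations across genes, which are not independent replicates. Sample labels were therefore regrouped 100 times in each tissue independently, the real grouping included. The real grouping alone reached its rho, and the highest of the other regroupings was 0.28. The highest value of the rank-rank hypergeometric overlap, computed in steps of 250 genes, was 212 as a negative log10 of p, and 2 of the 100 regroupings reached it, the real one included. The rho was 0.14 over 22104 genes without the filter on low counts, and 0.12 with DESeq2, the transcript-length offset and no filter, which was tried after the values were seen. Outside chromosome 11 it was 0.29.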

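In the hippocampus, 19 of the 14796 genes tested had an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 of them higher and 8 lower in miR-324-null samples. In the neocortex, 47 of 14930 passed, 24 higher and 23 lower. At an unadjusted p of at most 0.05 the numbers were 1635 and 1823. The hippocampal count moved most with DESeq2's Wald test, to 139 genes, and the neocortical count moved most with miR-324-null replicate 5 left out, to 566 genes. Of the DE genes, 10 of 19 in the hippocampus and 19 of 47 in the neocortex lay on chromosome 11, which carries *Mir324* and holds 7.89% and 7.92% of the genes tested.
Among the DE genes whose groups did not overlap, the largest increase in the hippocampus was in *Gm20390*, from 0.189 ± 0.422 CPM (SD, n = 5) in WT to 67.4 ± 8.23 CPM (SD, n = 5) in miR-324-null samples. Its log2 fold change was 8.58 (standard error 0.40, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn the fold change ranged from 8.25 to 12.9. A single WT sample stood apart at 0.944 CPM, so the size of the increase is uncertain. *Gm20390* overlaps *Nme2* and has 576 identical bases in common with it, so the division of reads between them is uncertain. *Gm4811* was at least 9.88-fold higher, with at most 1 count in any WT sample. *Gm7666* and *Gm5540* each had a log2 fold change of 3.57 and *Gm4875* of 3.27, and these predicted genes, like *Gm4811*, have near-identical sequence elsewhere in the genome. The largest decreases among genes whose groups did not overlap were in *Cacng6* (-1.83), *Mrpl27* (-1.34), *Krt9* (-1.14), *B230217C12Rik* (-0.64) and *Nme2* (-0.64). In the neocortex *Gm10184* was at least 21.1-fold higher, *Gm4875* at least 11.7-fold, *Gm4811* at least 10.6-fold, *Gm5540* at least 10.0-fold and *Gm6304* at least 5.56-fold, each with at most 3 counts in any WT sample. *Gm20390* had a log2 fold change of 8.17 there, and from 7.84 to 13.1 with each replicate left out in turn. The largest decreases were in *Mrpl27* (-1.42), *Nme2* (-1.34), *C1s1* (-1.26), *Kpna2* (-1.01) and *Egr1* (-0.91). *Kpna2* has a near-identical copy in *Gm10184* over 1968 bases.

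**Figure D1:**
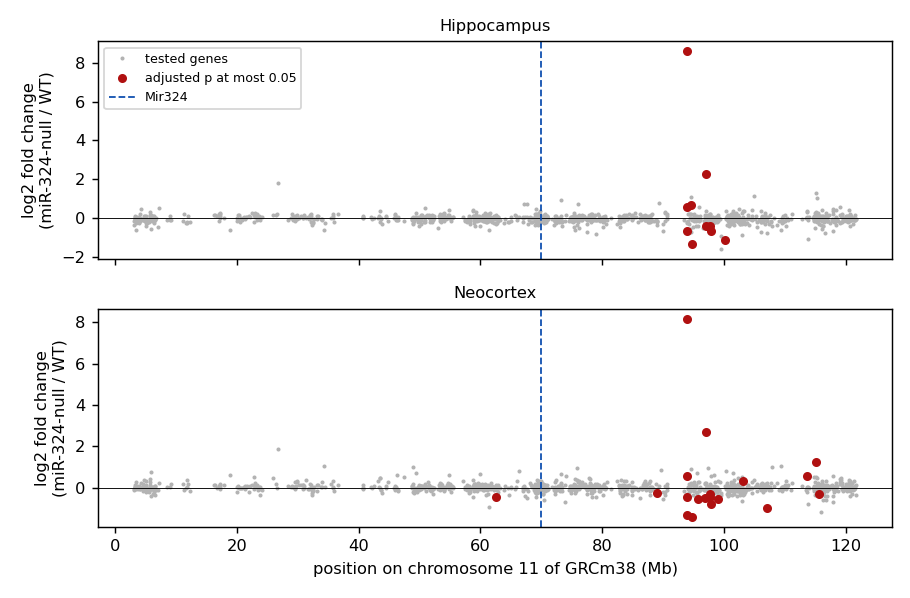
Log2 fold change between miR-324-null and WT samples of each tested gene of chromosome 11 (y axis) against its midpoint in Mb of GRCm38 (x axis), in the hippocampus (top) and the neocortex (bottom), with n = 5 samples per genotype. Red points are the 10 and 19 genes with an adjusted p of at most 0.05, grey points the other tested genes, and the dashed line marks *Mir324*. Values of genes with 3 or fewer counts in every WT sample are fitted values.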

The removal of the *Mir324* locus resulted in 126 genes significantly DE (adjusted *p* value ≤ 0.05) in the hippocampus and 81 genes significantly DE in the neocortex. 

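Of the genes with an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 passed in both tissues, 8 in the hippocampus only and 36 in the neocortex only. All of the shared genes changed in the same direction in both tissues. They were *Mrpl27*, *Gm20390*, *Sp6*, *Gm4811*, *Utp18*, *B230217C12Rik*, *Mllt6*, *Gm5540*, *Nme2*, *Gm7666* and *Gm4875*, and 10 of the 11 are in Supplementary Table S2. The shared count moved most with DESeq2, the transcript-length offset and all 20 samples in one fit, which takes the samples of both tissues as independent. There 40 genes passed in both tissues, 78 in the hippocampus only and 124 in the neocortex only, and 39 of the 40 are in Supplementary Table S2.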

A total of 40 genes were DE in both tissues (Fig. 5c; list of shared DE genes shown in Supplementary Table S2). A number of the DE genes were also predicted targets of miR-324-5p or canonical miR-324-3p according to the TargetScan miRNA target prediction algorithm^4,33^ (Fig. 5d). 

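The TargetScan predictions were not used here. Matches to the miRNA seed were counted in a single annotated 3′UTR per gene, that of its most abundant transcript with a 3′UTR. In the hippocampus, 1151 tested genes had a 7mer-m8 or 8mer match to positions 2 to 8 of miR-324-5p there, and 13123 had none. Matched on 3′UTR length and mean expression in 10 bins each, genes with a match had a mean log2 fold change that differed by -0.011 from that of genes without one. In the neocortex the difference over 1157 and 13197 genes was -0.0042. Of 100 regroupings of the genotype labels, the real one included, 11 in the hippocampus and 48 in the neocortex gave a shift at least as large, so neither stood apart from other groupings. The hippocampal shift moved most without matching, to -0.035. For the canonical miR-324-3p seed the shift was -0.0092 over 2102 genes in the hippocampus and -0.0018 over 2123 genes in the neocortex, and 7 and 69 of the 100 regroupings were as large.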

Of these predicted targets 6 were significantly upregulated (adjusted *p* value ≤ 0.05) in miR-324-null samples in both hippocampus and cortex (indicated in Supplementary Table S2). 

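The 6 genes are *Acbd4*, *Alpk1*, *Cd300lf*, *Gm10282*, *Sp6* and *Suox*, and each had a higher mean in miR-324-null samples of both tissues, with an unadjusted p under 0.05 in each. After adjustment, 1 of the 6 in the hippocampus and 3 of the 6 in the neocortex passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. *Sp6*, on chromosome 11 of GRCm38 from 97013394 to 97024734, rose from 0.918 ± 0.114 CPM (SD, n = 5) in WT to 4.48 ± 0.576 CPM (SD, n = 5) in miR-324-null hippocampus. Its log2 fold change was 2.28 (standard error 0.16, adjusted p = 3.1e-05 from edgeR's test) there and 2.69 (standard error 0.20, adjusted p = 3.2e-05 from edgeR's test) in the neocortex. *Cd300lf* had log2 fold changes of 1.29 in the hippocampus (adjusted p = 0.172) and 1.22 in the neocortex (adjusted p = 0.0491), and *Acbd4* of 0.37 (adjusted p = 0.132) and 0.33 (adjusted p = 0.0438), all from edgeR's test. *Alpk1* had log2 fold changes of 1.02 (adjusted p = 0.241) and 1.14 (adjusted p = 0.163), and *Gm10282* of 2.60 (adjusted p = 0.172) and 2.28 (adjusted p = 0.161), from the same edgeR test. The SD of *Alpk1* in miR-324-null samples was 5.50 CPM around a mean of 12.4 in the hippocampus, and that of *Gm10282* was 4.11 CPM around a mean of 5.67. The number of the 6 that passed in both tissues moved most with DESeq2, the transcript-length offset and all 20 samples in one fit, from 1 to 6. There the adjusted p of *Gm10282* was 0.00706 in the hippocampus and 0.0272 in the neocortex by DESeq2's Wald test. Over the alternatives that kept every replicate and were not added later, it ranged from 9.6e-04 to 0.451 in the hippocampus and from 0.0156 to 0.214 in the neocortex. With 1 replicate left out in edgeR's test it ranged from 0.0366 to 0.397 and from 0.0894 to 0.351. *Acbd4*, *Cd300lf* and *Sp6* lie on chromosome 11, as *Mir324* does.

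**Figure D2:**
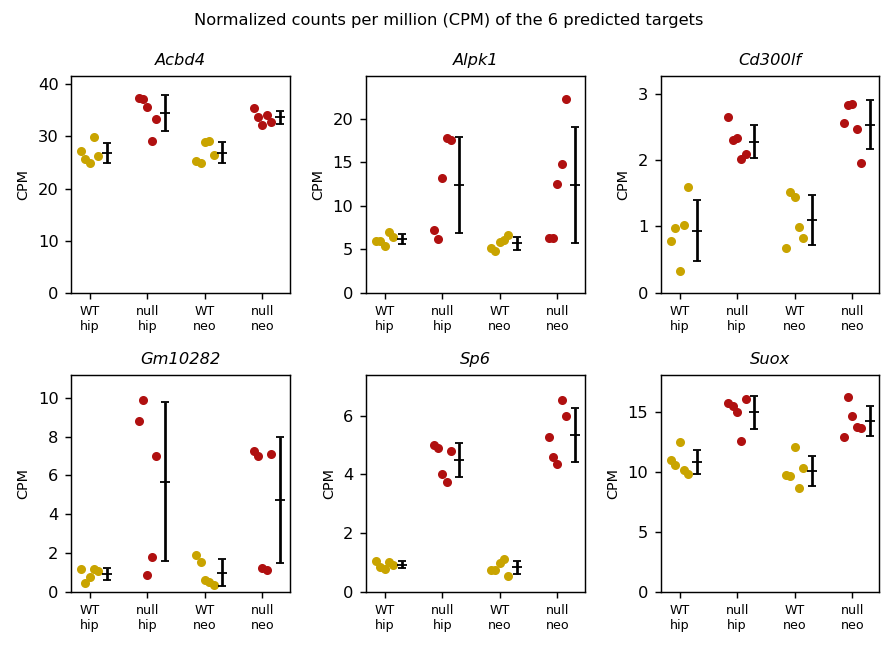
TMM-normalized CPM (y axis) of the 6 predicted targets in WT and miR-324-null hippocampus and neocortex (x axis). Points are single samples, n = 5 per group, and the bar beside them is the mean with its SD. Every miR-324-null sample of *Sp6*, *Cd300lf* and *Suox* is above every WT sample of its tissue, as is every one of *Acbd4* in the neocortex. The miR-324-null samples of *Alpk1* and *Gm10282* are spread from the WT level upward.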

The expression of each of these genes was measured using qRT-PCR in the 13.5 month old male hippocampal samples and additionally in hippocampal samples from 7 month old male and female cohorts (Fig. 5e), and the expression *Cd300lf*, *Sp6* and *Suox* was confirmed to be consistently increased in miR-324-null samples.

**Figure 5:**
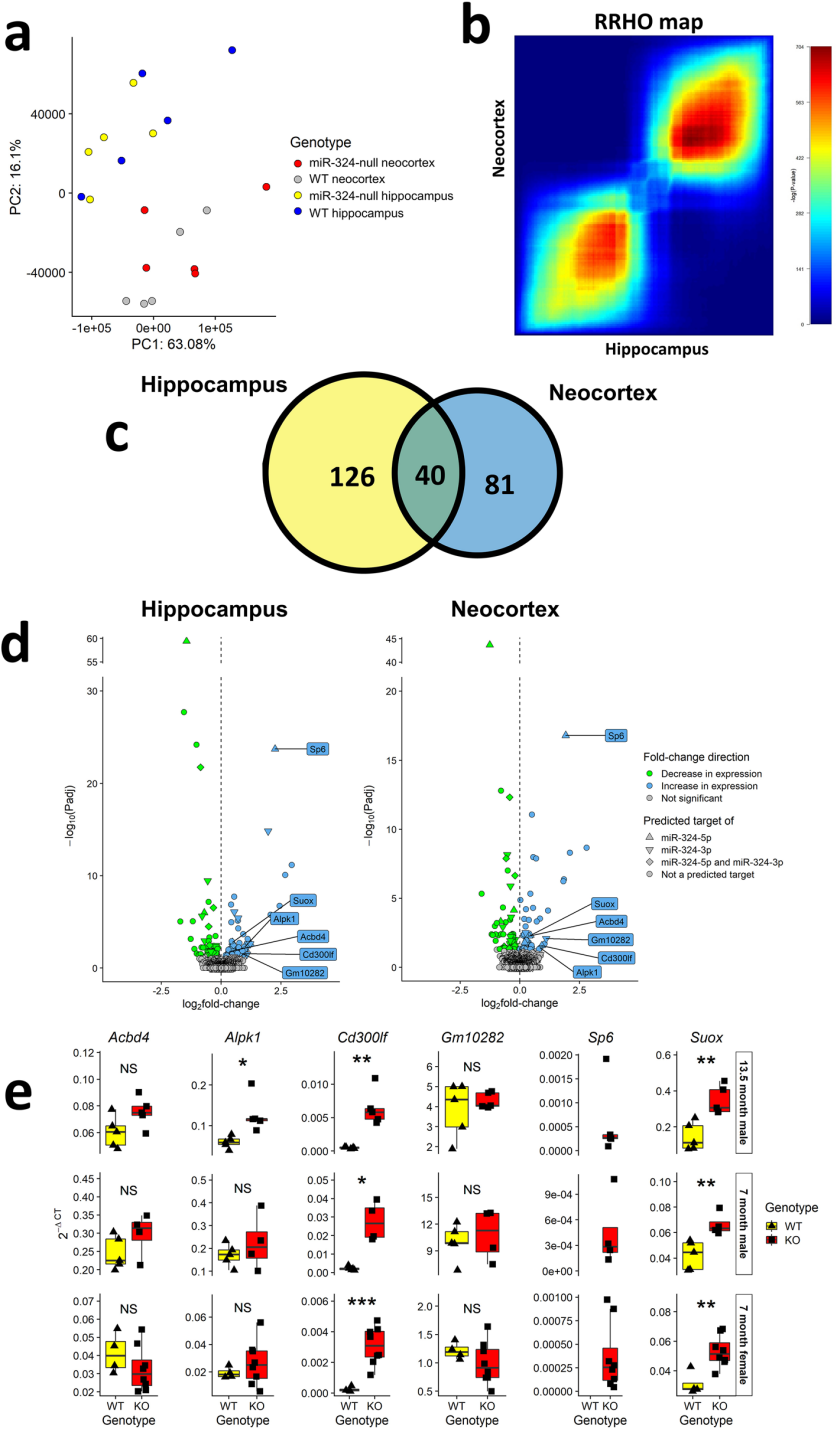
Initial analysis of RNA-seq of hippocampus and neocortex in 13.5 month old male miR-324-null and WT mice. (**a** and **b**) PCA analysis does not show as strong a segregation of samples by genotype as it does by tissue, although the results of hippocampus and neocortex RNA-seq experiments are well correlated using RRHO (sample permutation *p* value < 0.001). (**c**) Only 40 of the genes found to be DE in miR-324-null samples relative to WT controls were found to be DE in both tissues. (**d**) Volcano plots for hippocampus and neocortex tissue showing the fold-change, adjusted *p* value of each gene in addition to whether it is a predicted target of either arm of miR-324 according to the TargetScan algorithm^4,33^. Genes significantly increased in expression in miR-324-null samples are shown in blue, genes significantly decreased in expression are shown in green and genes showing no significant changes (*p* value > 0.05) are coloured grey. Genes found to be significantly upregulated in miR-324-null hippocampus and neocortex, in addition to being a miR-324 target, are labelled. (**e**) Of the genes that were predicted targets of miR-324 and significantly upregulated in both the hippocampus and neocortex RNA-seq, only *Cd300lf* and *Suox* were significantly DE in all cohorts by qRT-PCR analysis. *Sp6* was also highly upregulated, but it was detected in none of the WT samples in any cohort and so statistical significance could not be calculated. *, ** and *** indicate *p* values ≤ 0.05, 0.01 and 0.001 respectively, using two-sided Student’s *t*-tests to assess statistical significance.

Disease Ontology enrichment analysis^43^ showed that DE genes were significantly enriched for epilepsy syndrome in the hippocampus RNA-seq, but not in the neocortex (Fig. 6a). Therefore, related genes of interest (GOIs) were identified by filtering for epilepsy-associated genes in the Disease Ontology that were significantly DE in miR-324-null samples relative to WT controls, in either hippocampus or neocortex RNA-seq results (adjusted *p* value ≤ 0.05). Only 4 genes fitted these criteria, each of which was only significantly DE in the hippocampus (Table 1). These GOIs were measured using qRT-PCR in both the 13.5 month old (male) and the 7 month old (male and female) hippocampal samples, with only *Pnpo* identified as significantly DE in all three datasets (Fig. 6b). 

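*Gria1*, on chromosome 11 of GRCm38 from 57011387 to 57330244, stood at 888 ± 80.1 CPM (SD, n = 5) in WT and 935 ± 53.6 CPM (SD, n = 5) in miR-324-null hippocampus. Its log2 fold change there was 0.076 (standard error 0.068, adjusted p = 0.728 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the neocortex *Gria1* stood at 282 ± 14.2 CPM in WT and 350.3 ± 45.1 CPM in miR-324-null samples. Its log2 fold change there was 0.32 (standard error 0.083, unadjusted p = 0.00196 and adjusted p = 0.152 from edgeR's test). *Gad1*, on chromosome 2 from 70553072 to 70602014, stood at 256 ± 25.3 CPM in WT and 286 ± 17.2 CPM in miR-324-null hippocampus, a log2 fold change of 0.16 (standard error 0.071, unadjusted p = 0.0441 and adjusted p = 0.438 from edgeR's test). In the neocortex it stood at 306 ± 12.7 and 351 ± 47.3 CPM, a log2 fold change of 0.21 (standard error 0.078, unadjusted p = 0.0201 and adjusted p = 0.310 from edgeR's test). The differences of the fold changes between tissues were 0.24 for *Gria1* (adjusted p = 0.880 for the interaction term of edgeR's test) and 0.041 for *Gad1* (adjusted p = 0.992). Leave-one-out fits aside, *Gria1* and *Gad1* passed in the hippocampus under 0 of the 9 alternatives. In the neocortex *Gria1* passed under 3 of 9 and *Gad1* under 2 of 9, both with DESeq2 and the transcript-length offset, whether each tissue or all 20 samples were fitted. In the paper's analysis these genes were DE, and the paper measured them by qRT-PCR as epilepsy-associated genes of interest.

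**Figure D3:**
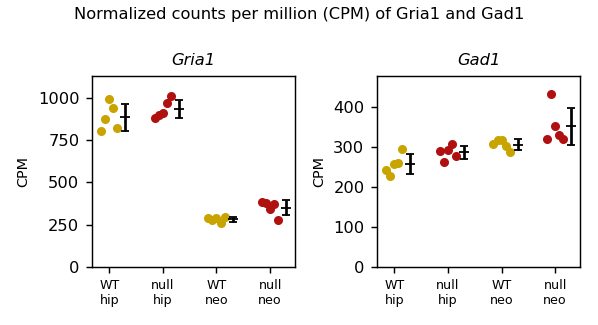
TMM-normalized CPM (y axis) of *Gria1* and *Gad1* in WT and miR-324-null hippocampus and neocortex (x axis). Points are single samples, n = 5 per group, and the bar beside them is the mean with its SD. Mean *Gria1* is 935 in miR-324-null hippocampus and 350.3 in miR-324-null neocortex.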

*Pnpo* was consistently downregulated in miR-324-null samples and additionally was not predicted as a target of either miR-324 arm. Therefore, it was not considered to be a candidate novel miR-324 target gene.

**Figure 6:**
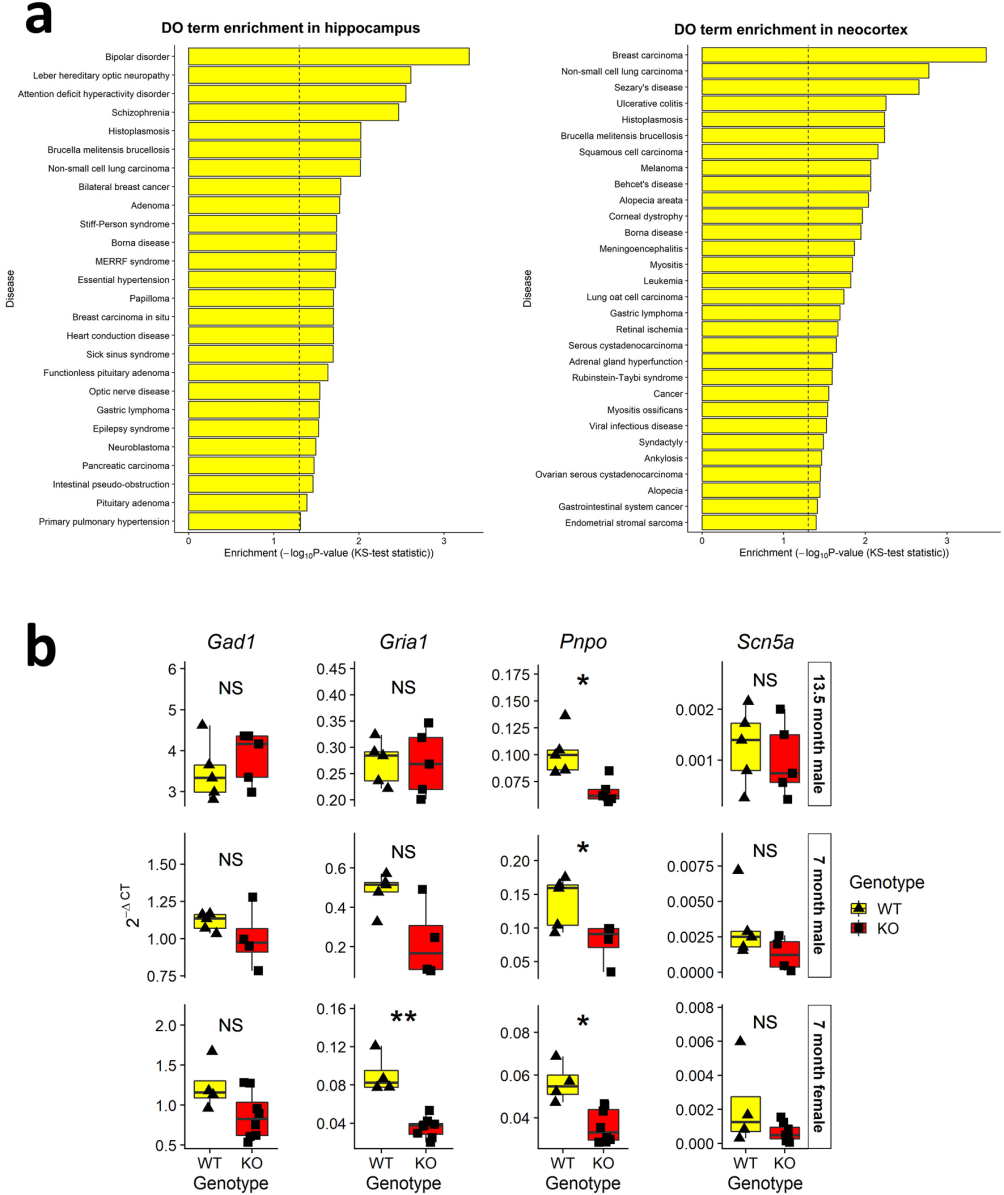
Relation of RNA-seq results to epilepsy. (**a**) Epilepsy syndrome was significantly enriched in the hippocampus RNA-seq, but not in the neocortex experiment (*p* values = 0.03 and 0.74 respectively), using terms and gene associations from the Disease Ontology. The significance of each Disease Ontology term was established using a Kolmogorov–Smirnov test. The dotted line on each plot shows where the cut-off for significance at a 5% level is found. (**b**) qRT-PCR quantification of the expression of epilepsy-associated genes was undertaken in the hippocampus tissue of the 13.5 month old male RNA-seq cohort and in 7 month old male and female hippocampal validation cohorts. * and ** indicate *p* values ≤ 0.05 and 0.01 respectively, using two-sided Student’s *t*-tests to assess statistical significance. Only *Pnpo* is significantly DE in all three cohorts.

**Table 1:** Genes found to be DE (adjusted *p* value ≤ 0.05) in either the hippocampus or neocortex RNA-seq experiments that are associated with epilepsy according to the Disease Ontology^43^.

Gene	Hippocampus RNA-seq		Neocortex RNA-seq	
	logFC	Adjusted *p* value	logFC	Adjusted *p* value
*Pnpo*	− 0.523	3.20 × 10^–5^	− 0.253	0.248
*Scn5a*	1.21	0.00240	0.0309	0.989
*Gria1*	0.295	0.0282	0.0678	0.850
*Gad1*	0.270	0.0466	0.186	0.315

### Dual-luciferase assays reveal that *Cd300lf* and *Suox* are direct miR-324-5p targets

Although *Cd300lf*, *Sp6* and *Suox* were validated to be significantly upregulated in miR-324-null mice at both 13.5 and 7 months of age and are predicted targets of miR-324, the interactions between miR-324 and the 3′UTRs of these genes were not necessarily direct. In order to test this, 3′UTR-luciferase reporter assays were undertaken in murine C3H10T1/2. Both *Cd300lf* and *Suox* showed statistically significant reductions in activity in the presence of miR-324-5p but not miR-324-3p or a miRNA negative control mimic (miCon; Fig. 7a). Additionally, when 2 nucleotides were mutated in the predicted binding sites of miR-324-5p in either of the *Cd300lf* and *Suox* 3′UTRs, the miR-324-5p-mediated downregulation was inhibited, strongly indicating that miR-324-5p binds the *Cd300lf* and *Suox* 3′UTRs in vitro and mediates repression of *Cd300lf* and *Suox* through these interactions (Fig. 7b). Western Blotting of SUOX and CD300lf from female hippocampal tissue aged 7 months revealed that the levels of both proteins increased in miR-324-null samples relative to WTs, although the increase in CD300lf levels did not achieve statistical significance at a 5% threshold (Fig. 7c).

**Figure 7:**
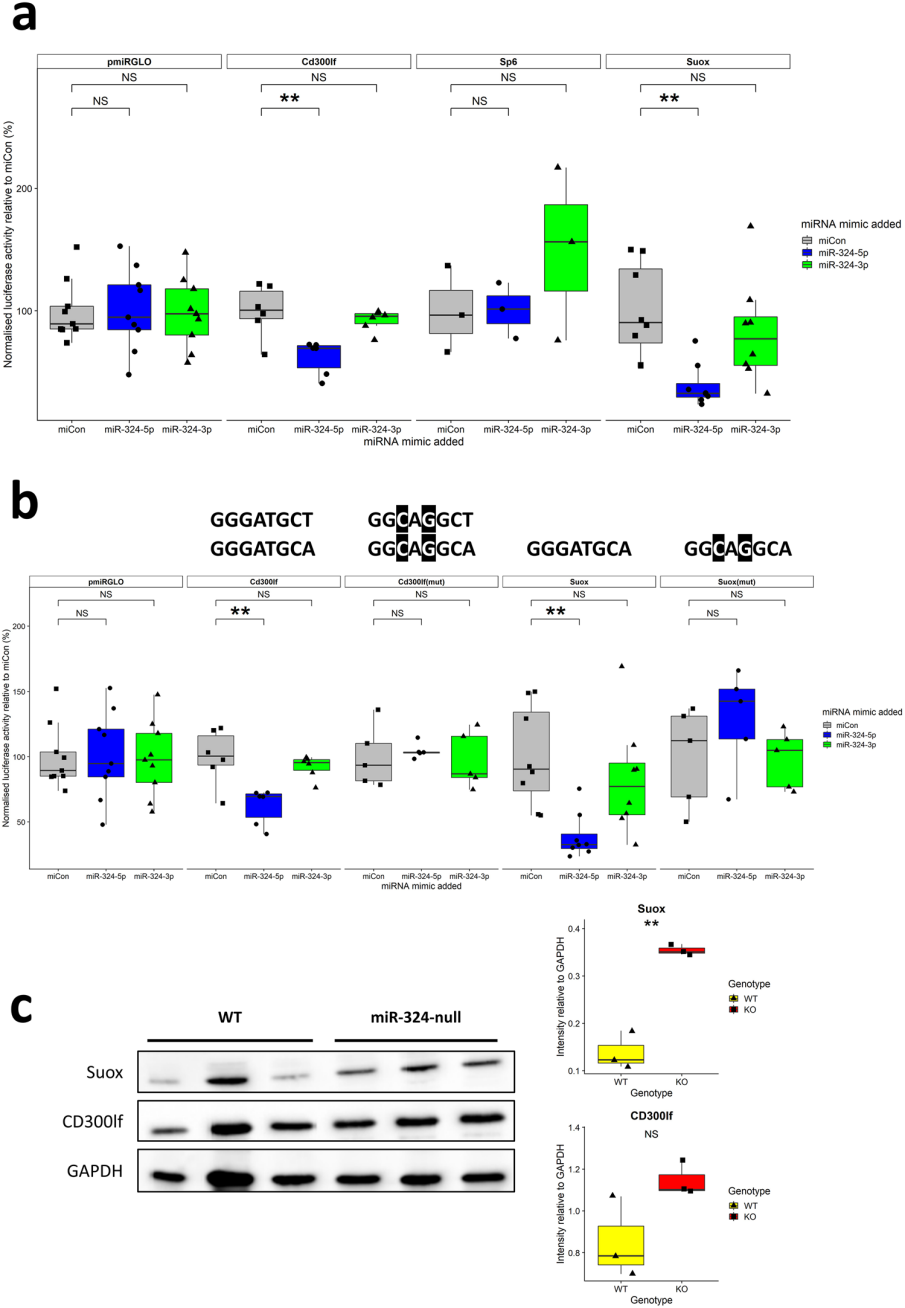
Identification of novel miR-324-5p targets using 3′UTR luciferase assays. (**a**) C3H10T1/2 murine cells were transfected with 3′UTR-pmiRGLO constructs and subsequently also with either a negative control miRNA mimic (miCon) or a mimic of miR-324-5p or miR-324-3p. Luciferase activity was measured after cells were incubated at 37 °C for 24 h. Relative luciferase activity was calculated as a ratio of renilla activity, an internal transfection control of pmiRGLO, and values were plotted as a percentage of mean miCon luciferase activity for each construct. *Suox* and *Cd300lf*, but not *Sp6*, were identified as direct miR-324-5p targets in vitro. (**b**) When 2nts of the miR-324 binding sites of the *Cd300lf* and *Suox* 3′UTRs were mutated, shown as *Cd300lf(mut)* and *Suox(mut)*, the miR-324-5p-mediated repression was inhibited in both cases. The predicted miR-324-5p binding sites of each 3′UTR are shown above the panel corresponding to that 3′UTR, with mutations highlighted in black. For panels **a** and **b**, the means of at least 3 independent experiments were used to test statistical significance in two-tailed Student’s *t*-tests. A negative control was included for each independent experiment (pmiRGLO) in addition to miCon and, after miR-324 targets were identified, one of these was used as a positive control for each independent experiment. (**c**) Western Blotting was used to confirm that the changes to the quantity of target gene mRNAs affected levels of the corresponding proteins in female hippocampal tissue aged 7 months. SUOX levels were significantly increased in miR-324-null samples relative to WT controls and although levels of CD300lf were not statistically significantly increased at a 5% level (*p* value = 0.077), there was a trend towards increased expression in miR-324-null samples. SUOX and CD300lf band intensities were normalised against GAPDH. In all panels, ** indicates *p* values ≤ 0.01.

## Discussion

The electrophysiological analyses undertaken here illustrated a clear hippocampal hyperexcitability with an increase in epilepsy-associated events in mice lacking *Mir324*. However, the networks regulating oscillatory activity in the hippocampi of these mice are evidently not severely impaired, as no significant changes were observed in the area power, peak amplitude or peak frequency in slices obtained from miR-324-null animals. It is therefore unclear whether mice lacking *Mir324* would develop any cognitive dysfunction relative to WT controls, and this should be a focus of future investigation. Additionally, it is unclear at what developmental timepoint the increased excitability emerges in the miR-324-null mice. In future studies it would be beneficial to undertake electrophysiology at earlier timepoints in these animals, in addition to developing a conditional KO model of miR-324, using for example the Fzd9-Cre mice, in which Cre recombinase expression is largely restricted the hippocampus and cortex^44,45^. This would allow analysis of the effect of miR-324 KO only in these specific tissues and additionally when miR-324 expression is removed at specific developmental timepoints, reducing the risk of any compensatory mechanisms.

Investigation into which specific neuronal populations have been affected in miR-324 null mice is also essential in order to assess whether the increased excitability is universal throughout the hippocampus or whether there are subregional differences. Furthermore, despite no evidence of any obvious seizure activity upon observation of the transgenic mice in the home cage or in response to handling, no detailed studies of behaviour were undertaken as part of this study. Therefore in order to elucidate both the causes and consequences of the increased IIDs in miR-324-null mice, in vivo recordings in awake animals, combined with behavioural assessments, are required.

The genetic cause of the increase in hyperexcitability is somewhat difficult to elucidate fully, but may stem from *Pnpo* and *Suox*, the two epilepsy-associated genes found to be significantly DE in the hippocampus, both in RNA-seq and qRT-PCR. *Pnpo* expression was decreased in hippocampal miR-324-null samples. In humans, mutant *PNPO* results in a specific form of epilepsy known as pyridoxal-phosphate dependent epilepsy (PPDE). This presents due to the inability of affected individuals to produce sufficient levels of pyridoxal-5′-phosphate (P5P), a key cofactor for many neurotransmitter biosynthesis reactions^46,47^. Patients affected by PPDE often present with neonatal epileptic encephalopathy, although some cases of later-onset epilepsy can also be effectively treated with P5P. This suggests that there may be a far broader spectrum of phenotypes for individuals lacking PNPO than is currently suggested in the literature^48,49^. It is, therefore, conceivable that the decreased expression of *Pnpo* in miR-324-null mice could play a role in the generation of increased epileptic events identified here.

*Suox* was also identified to be DE in miR-324-null mice, in addition to being a novel direct target of miR-324-5p in vitro. 

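*Suox* lies on chromosome 10 of GRCm38 from 128669894 to 128674073. In the hippocampus it stood at 10.8 ± 1.03 CPM (SD, n = 5) in WT and 15.0 ± 1.38 CPM (SD, n = 5) in miR-324-null samples, and every miR-324-null sample was above every WT sample (exact permutation test, two-sided, p = 0.00794, the smallest that 5 samples against 5 allow). The log2 fold change was 0.47 (standard error 0.09, adjusted p = 0.100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn it stayed between 0.44 and 0.52.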

In humans, *SUOX* is associated with isolated sulfite oxidase deficiency (ISOD), a disorder caused by lack of functional SUOX. ISOD, like PPDE, is associated with increased epileptic events in patients^50^, although the relative gene expression of *SUOX* in ISOD is decreased, rather than the increased *Suox* expression identified in miR-324-null mice. It is possible that an excess of murine SUOX results in a phenotype similar to that of human SUOX deficiency, although there are no studies in the literature discussing this, and so exactly what effect an increase in *Suox* expression may have is currently unknown.

The second novel miR-324-5p target identified in this study, *Cd300lf*, has no direct link to epilepsy in the literature. However, it has previously been reported that in the THP-1 human cell line, treatment with CD300LF results in reduced levels of MMP-9^51^, a matrix metalloproteinase (MMP) which, along with the 22 other human MMPs, is key to the maintenance of extracellular matrix across many biological processes^52,53^. These include maintenance of the blood–brain barrier and homeostatic regulation of synaptic excitability, both of which have previously been demonstrated to be regulated in part by the activity of MMP-9^54–57^. Thus, the lack of *Cd300lf* repression in miR-324-null mice may result in reduced levels of MMP-9, therefore contributing to the abnormal neurological activity seen in vitro in hippocampal slices from miR-324-null mice. However, any CD300lf-mediated *Mmp9* repression would necessarily be subtle, considering we identified no significant change at a transcriptomic level. 

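*Mmp9* had a low level in both tissues, with 1.27 ± 0.195 CPM (SD, n = 5) in WT and 1.55 ± 0.612 CPM (SD, n = 5) in miR-324-null hippocampus. The log2 fold change was 0.28 (standard error 0.29, adjusted p = 0.765 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the neocortex it was 0.03 (standard error 0.20, adjusted p = 0.978 from edgeR's test). The hippocampal value changed sign to -0.12 with an offset for the average transcript length in edgeR (adjusted p = 0.956). Over the alternatives that kept every replicate and were not added later, its adjusted p ranged from 0.672 to 0.972. With 1 replicate left out in edgeR's test it ranged from 0.408 to 0.935.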

Further investigation is therefore required to identify whether this dysregulation of the CD300lf-MMP-9 pathway can affect MMP-9 levels to any biologically meaningful extent.

In addition to epilepsy, other neurological conditions identified in the Disease Ontology analysis included bipolar disorder, attention deficit hyperactivity disorder (ADHD) and schizophrenia. Interestingly, all these conditions have also been shown to be associated with cortical hyperexcitability^58–61^. We, therefore, cannot exclude the possibility that the increase in hippocampal excitability reported here could also point to a role of miR-324 in other neurological conditions.

Previously, downregulation of miR-324 using an antagomir has been associated with decreased epileptic activity^30^, compared to the increase in IIDs and spikes shown here. However, there were several notable differences between the two studies; Tiwari *et al*. (2019) used an injectable miR-324-5p antagomir to produce a transient miR-324-5p downregulation, and tested the effect of this in mouse models of epilepsy where pilocarpine had been used to induce *status epilepticus*. It is therefore possible that different phenotypes are seen because miR-324-5p was only transiently downregulated. Additionally, pilocarpine treatment in mice has been shown to induce changes in a large number of genes^62,63^, which may also play a role in the difference between the results identified in our study and those identified by Tiwari *et al*. Interestingly, the downregulation of *Kv4.2* by miR-324-5p observed by Gross *et al*. was observed only during or shortly after seizure activity and therefore future studies should explore whether miR-324 targets different genes and therefore produces different effects in the hippocampus during *status epilepticus* compared to under non-seizure circumstances.

Although the novel miR-324 targets identified and validated in this study appear to respond similarly to miR-324 in both murine tissue and the C3H10T1/2 cell line, it is possible that some targets of miR-324 were unable to be identified by the methodology we used. For example, *Gpc1* and *App*, the latter of which is one the most confidently predicted miR-324-5p targets^4,33^, were previously identified as direct targets of miR-324-5p using both transcriptomic and proteomic techniques in C3H10T1/2 cells^64^. However, in our RNA-seq experiment there is no significant increase in the expression of either gene. 

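*Gpc1* had a log2 fold change of -0.04 in the hippocampus (standard error 0.07, adjusted p = 0.874) and 0.03 in the neocortex (standard error 0.06, adjusted p = 0.894), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *App* had a log2 fold change of 0.03 in the hippocampus (standard error 0.05, adjusted p = 0.866) and -0.05 in the neocortex (standard error 0.05, adjusted p = 0.691), from the same edgeR test. *App* was abundant, at 1532 ± 35.1 CPM (SD, n = 5) in WT and 1564 ± 76.7 CPM (SD, n = 5) in miR-324-null hippocampus, and *Gpc1* stood at 139 ± 5.21 and 135 ± 13.5 CPM.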

Another reported miR-324-5p target, *Kv4.2*, was identified using luciferase assays and proteomic analyses, but the authors reported that no changes in mRNA levels were identified^29^. 

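*Kcnd2*, the gene of the potassium channel Kv4.2, lies on chromosome 6 of GRCm38 from 21215503 to 21729805. It stood at 112 ± 7.78 CPM (SD, n = 5) in WT and 111 ± 21.4 CPM (SD, n = 5) in miR-324-null hippocampus. The log2 fold change was -0.01 (standard error 0.11, adjusted p = 0.983 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the neocortex it was 0.11 (standard error 0.05, adjusted p = 0.442 from edgeR's test), from 86.3 ± 5.27 CPM in WT and 92.4 ± 4.40 CPM in miR-324-null samples.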

We also identified no significant changes to *Kv4.2* mRNA levels between miR-324-null and WT mice using RNA-seq. All three of these genes have been implicated in neurological activity; *Gpc1* in relation to the developmental regulation of brain size^65^, *App* in the amyloidogenesis pathway^32^ and *Kv4.2* in the regulation of seizure activity and excitability^36,37^. Given the close relationship of these genes to the phenotypes observed in miR-324-null mice, all of these genes may well be also be direct miR-324-5p targets, and the fact that they were not identified in this study could be attributed to the lack of in-depth proteomic analyses in addition to the differences in models used. However, considering that the vast majority of protein level alteration can be attributed to a change in the amount of corresponding mRNA^66^, it is reasonable to assume that the target identification analysis undertaken in this study should have detected most direct miR-324 target genes that were expressed at a reasonable level in the murine hippocampus and neocortex. It should also be considered that in the case of *Gpc1* and *App*, *Mir324* was removed rather than overexpressed, and therefore the possibility remains that although these genes fulfil all in silico miR-324-5p target requirements, very little regulation by miR-324-5p occurs in vivo under physiological miR-324-5p levels.

The greatest limitations of the study presented here are the differences in age and sex between the mice used for each experiment. Although age and sex are always controlled for direct comparisons, there is a risk that the conclusions of each experiment do not necessarily hold for all timepoints, considering that there are notable increases in CA3 neuronal activity with age^67,68^ and many epilepsies are widely regarded as being more prevalent in either males or females^69^. Additionally it is possible that the expression of *Mir324* is altered with age or sex; many key miRNAs are upregulated in the ageing brain^70^, including miR-34a^71^, which also shows differential expression by sex^72^. The qRT-PCR validation of putative miR-324 target genes shows that, at least at a transcriptomic level, the novel miR-324 target genes identified in this study respond similarly to lack of miR-324 in samples from 13.5 month males, 7 month old females and 7 month old males, thus minimising these limitations, but not eliminating them entirely.

In summary, this study presents the first global miR-324-null mice and shows that hippocampal slices from these animals show increased excitability with an increased IID frequency relative to WT controls. Two epilepsy-associated genes are identified to be DE in the hippocampus and neocortex in mice lacking *Mir324*; *Suox* and *Pnpo*. 

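*Suox* in the neocortex rose from 10.1 ± 1.26 to 14.2 ± 1.28 CPM, a log2 fold change of 0.51 (standard error 0.10, adjusted p = 0.0521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leave-one-out fits aside, *Suox* passed under 4 of 9 in the hippocampus and under 5 of 9 in the neocortex. With DESeq2, the transcript-length offset and all 20 samples in one fit, the adjusted p of *Suox* was 0.00503 in the hippocampus and 0.00186 in the neocortex by DESeq2's Wald test, and over the 9 alternatives it reached 0.343 and 0.107.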

Additionally, *Suox* is shown to be a direct target of miR-324-5p in vitro, as is *Cd300lf*, a gene indirectly associated with neurological function through MMPs. The abnormal hippocampal excitability seen in slices from miR-324-null mice may result from the altered expression of one or multiple of these genes. Further investigation into the downstream effects of *Mir324* removal may reveal novel pathways involved in ISOD and PPDE and therefore also may identify novel pharmaceutical targets for treating these conditions.

## Methods

### miR-324-null mouse models

All animal experiments were performed under licenses granted from the Home Office (United Kingdom) in accordance with the guidelines and regulations for the care and use of laboratory animals outlined by the Animals (Scientific Procedures) Act 1986 according to Directive 2010/63/EU of the European Parliament, and conducted according to protocols approved by the Animal Ethics Committee of Newcastle University and the Home Office, United Kingdom. Breeding and subsequent phenotyping was performed under licence P8A8B649A. All animal experiments were performed in compliance with the ARRIVE guidelines (http://www.nc3rs.org.uk/page.asp?id=1357). CRISPR/Cas9 guide RNAs (crRNAs) were designed using CHOPCHOP^73,74^. crRNAs linked with TRACR (sgRNA) were amplified by PCR with a pLKO vector (Addgene_52628) as template, with a T7 TRACR R primer (5′-AAAAGCACCGACTCGGTGCC-3′) in combination with a 5´ PCR primer that included a T7 sequence and specific crRNA (shown in bold; 5′-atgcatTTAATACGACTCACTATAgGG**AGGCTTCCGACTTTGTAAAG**GTTTTAGAGCTAGAAAT-3′; 5′-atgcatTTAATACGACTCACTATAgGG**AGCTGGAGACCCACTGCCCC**GTTTTAGAGCTAGAAAT-3′). This was converted to RNA using the MEGAshortscript T7 kit (Thermo Fisher Scientific). sgRNAs (50 ng/ml each) were mixed with recombinant Cas9 (ToolGen, CamBioScience Limited) and injected into the cytoplasm of donor mouse zygotes and transferred into recipient foster mothers, all essentially as previously described^75–77^. This resulted in a 133 bp deletion at the Mir324 locus. The mixed C57BL/6 and CBA/ca F_0_ mice were backcrossed onto C57BL/6 J and heterozygous animals crossed three times to eventually generate WT and miR-324-null lines. Genotype was confirmed by ear-notch PCR and Sanger sequencing (Forward primer: 5′-GTGCTGATCTACTCCTCCAACC-3′; reverse primer: 5′-AAATTCACAACTTTGGGGTGAT-3′). All experimentation after breeding and phenotyping was performed under licence P6EE54A50.

### miR-324-5p in situ hybridisation

Brains were obtained from 2 WT male mice (aged 4 months), fixed in 10% neutral-buffered formalin (w/v) and embedded in paraffin. A Microm HM355S Rotary Microtome (Thermo Fisher Scientific) was used to cut 5 µm horizontal sections at approximately − 5 mm along the DV axis relative to the bregma^78,79^. The levels of miR-324-5p (custom designed probe), *U6* (miRNAscope positive control) and a scrambled probe (miRNAscope negative control) were assessed in sections taken from each WT mouse using the miRNAscope HD Assay Red^80^ (Advanced Cell Diagnostics) following the manufacturer’s standard protocol. Samples were counterstained with Mayer’s Hematoxylin Solution (Sigma-Aldrich) and subsequently imaged using an Axiovert 200 Inverted Microscope (Zeiss).

### Hippocampus slice preparation

Female miR-324 KO and WT mice (aged 5 months) were anaesthetised by inhalation of 100% isoflurane, before intramuscular injections with ketamine (≥ 100 mg/kg) and xylazine (≥ 10 mg/kg). After the pedal withdrawal reflex had ceased, the mice underwent a transcardial perfusion with 30 ml of sucrose artificial cerebrospinal fluid (aCSF), via injection into the left ventricle. The sucrose aCSF was composed of the following: 204.5 mM sucrose, 3.0 mM KCl, 1.25 mM NaH_2_PO_4_, 2.0 mM MgSO_4_, 2.0 mM CaCl_2_·2H_2_O, 10.0 mM of D-glucose and 24.0 mM NaHCO_3_ (all from Sigma-Aldrich). The brain was excised and 450 µm horizontal hippocampal sections were cut using a vibratome (Model 5100 mz, Campden Instruments). The overlying cortex was trimmed from around the hippocampus, before being placed in a holding chamber at room temperature at an interface between carbogen gas and aCSF (with sucrose replaced by 126 mM NaCl) for 1 h. In order to avoid any confounding issues due to dorsal–ventral (DV) differences within the hippocampus^81–83^ we used only slices from the central portion of the hippocampus (between − 3.24 mm and − 5.04 mm along the DV axis relative to the bregma^78,79^).

### Electrophysiology data acquisition

Extracellular recording electrodes with resistances of 2–5 mΩ were produced from glass capillary tubes (Thin Wall Borosilicate with filament; Harvard Apparatus) using a micropipette puller (Model P-97, Sutter Instrument), before being filled with aCSF using a microfil syringe. Once the hippocampal slices had been in the holding chamber for approximately 40 min, they were transferred to a recording chamber that was kept at 30–32 °C, and through which 100 ml of aCSF was continuously recycled. The slices were left to acclimatise for 15 min, before LFPs were measured from the *stratum radiatum* layer of the CA3 region. The signal was amplified 10× by an AI-2010 differential amplifier (Axon Instruments) and background noise was minimised using a 50 Hz HumBug noise eliminator (Quest Scientific). Neurolog external filters (Digitimer Ltd.) were used to filter the signal at 1 Hz high-pass and 300 Hz low-pass, with a sampling rate of 5000 Hz, and an ITC-18 (NPI Electronic) was used to convert the analogue signal to digital. Spontaneous LFP activity was recorded for 30 min, before bath application of 50 nM KA (Sigma-Aldrich). The resulting activity was recorded for a further 30 min, before the concentration of KA was increased every 30 min to 100 nM, 150 nM, 200 nM, 400 nM, 600 nM, 800 nM and 1 µM. Trace recordings were performed using Axograph X v1.7.2 (Axograph Scientific).

### Electrophysiology data analysis

Power spectra were generated from the last minute at each KA concentration, using Axograph. The peak frequency, peak amplitude and power area (from 15 to 48 Hz) of oscillations from each trace were measured and compared between genotypes. For some slices at high KA concentrations, an additional faster frequency was observed in the power spectra in addition to the gamma peak. For the purposes of assessing differences in gamma band activity, only the lower gamma-frequency peak was measured. At each KA concentration, only slices showing clear gamma-frequency oscillations were included for analysis. The standard deviation (SD) of the amplitude for the final minute of each trace was also measured and Axograph was used to detect peaks in the LFP at least 5 SDs from the baseline of that trace. These were defined as “spikes” as they occurred during clear gamma activity and were not full IIDs. A proportion of events were identified manually as IIDs, which are established biomarkers of epilepsy and which result from imbalance in the excitation and inhibition in neural networks^84–86^. Additionally, in order to summarise the data, slices that showed any IIDs were classed as displaying interictal activity, and those showing no IIDs but a higher number of spikes than the mean plus 2 SDs of WT slice spikes at each KA concentration were classed as showing a high number of spikes. The remaining slices were classed as showing no abnormal activity in response to KA. Measurements were taken from 6 miR-324 KO mice and 6 WT mice, and multiple slices were taken from each of these mice (details shown in Supplementary Table S1), giving an overall sample size of 32, consisting of 16 WT slices and 16 KO slices. Each slice was treated as one sample, due to the considerable variability in the power of oscillations. For each metric, two-way mixed ANOVA tests or variants were used to assess statistical significance of the effect of genotype and KA concentration. Where the data was not normally distributed, it was either log_10_ transformed or a two-way mixed ANOVA of ranks was used.

### RNA extraction from murine tissue and cells

RNA was extracted from murine tissue using the *mir*Vana miRNA Isolation Kit (Thermo Fisher Scientific), following the manufacturer’s protocol to isolate total RNA. For RNA extraction from C3H10T1/2 cells, QIAzol Lysis Reagent (QIAGEN Ltd.) was used, following standard protocols. A NanoDrop™ 1000 Spectrophotometer (Thermo Fisher Scientific) was used to measure the RNA concentration and purity.

### RNA sequencing and analysis

Prior to RNA-seq, RNA samples were purified using the DNA-free DNA Removal Kit (Invitrogen) to remove any DNA contamination. The sequencing library was prepared using the Illumina TruSeq Stranded mRNA sample preparation kit following the manufacturer’s protocol and subsequent sequencing was performed on an Illumina NextSeq 500. Kallisto^87^ was used for pseudo-alignment and quantification, against the mouse GRCm38 (release 92) transcriptome^88^. Mapped transcripts were converted to a gene level using Tximport^89^ and DESeq2^90^ was used to calculate *p* values and log_2_ fold-changes (logFC), using the Benjamini–Hochberg method to adjust for multiple testing. Integrated Genomics Viewer^91,92^ was used to produce sashimi plots for each tissue, in order to analyse whether any splicing variation occurred upon removal of *Mir324*. Rank-rank hypogeometric overlap (RRHO)^93^ of the RNA-seq results from the hippocampus and neocortex was carried out using the RRHO package in R^42^, with the logFC of each gene used as the comparison statistic. Sample permutation *p* values were also computed using the RRHO package, calculated using the sum of the signal from genes sharing similar logFC values in both hippocampus and neocortex RNA-seq results. Putative miR-324 target genes were identified by filtering initial RNA-seq results for genes that were upregulated in miR-324-null mice in both hippocampus and neocortex tissue and that were predicted to be targets of either miR-324-5p or miR-324-3p by the TargetScan 7.2 algorithm^4,33^. Other GOIs from the RNA-seq results were identified by utilising the Disease Ontology^43^, using the term “epilepsy syndrome” to filter for relevant genes, with murine genes first converted to their human homologues using the BiomaRt R package^94^. The Disease Ontology was also used to test to test for enrichment in specific diseases, using a Kolmogorov–Smirnov test for significant enrichment with the GOseq R package^95^. For this, DE genes were defined as those with adjusted *p* values ≤ 0.05.

### Reverse transcription and quantitative PCR

Complementary DNA (cDNA) was reverse transcribed from total RNA using M-MLV Reverse Transcriptase (Thermo Fisher Scientific), following the manufacturer’s protocol for each GOI. cDNA was then quantified using TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific). Reverse transcription of *Mir324* and the housekeeping gene *U6* were undertaken essentially as previously described^64^. GOI mRNA levels were quantified using a Quant Studio 3 (Thermo Fisher Scientific), using specific primers and Universal Probe Library (UPL; Roche Molecular Systems) probes (Supplementary Table S3) to measure the amplification of individual GOIs. Each sample was heated to 95 °C for 20 s, before undergoing 50 cycles of heating to 95 °C for 1 s and 60 °C for 20 s. The ΔCt method of normalisation was used to account for any differences between the samples, using *U6* to normalise *Mir324* levels and the housekeeping gene *Ndufa2* to normalise every other gene tested. Therefore, the normalised Cts (cycle thresholds) were calculated as follows: $${2}^{-({Ct}_{GOI}-{Ct}_{Normaliser})}$$. The normalised Cts measured in miR-324 KO samples were compared against those measured in WT samples to assess whether there was any statistically significant difference for each GOI.

### Construction of 3′ untranslated region luciferase reporter plasmids

Fragments of the 3′UTR regions of putative miR-324 targets were amplified from cDNA, which was reverse transcribed from RNA extracted from C3H10T1/2 cells. PCR primers (Supplementary Table S4) were designed for In-Fusion HD cloning (Takara Bio Inc.) into the pmiRGLO luciferase reporter plasmid (Promega Corporation), which was digested with *Xho*I restriction endonuclease (New England Biolabs (UK) Ltd.). All predicted miR-324 binding sites were included in the amplified regions. Mutant *Suox* 3′UTR was synthesised as a gBlock (Integrated DNA Technologies), again designed for In-Fusion HD cloning. Mutant *Cd300lf* (at both predicted miR-324-5p binding sites) was produced by site-directed mutagenesis of the pmiRGLO-*Cd300lf* plasmid, using QuikChange Lightning (Agilent Technologies; mutagenesis sites shown in lower case; site 1 forward primer: 5′-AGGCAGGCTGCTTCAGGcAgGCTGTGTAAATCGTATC-3′; site 1 reverse primer: 5′-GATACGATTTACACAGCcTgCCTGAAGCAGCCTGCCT-3′; site 2 forward primer: 5′-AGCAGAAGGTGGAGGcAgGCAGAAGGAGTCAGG-3′; site 2 reverse primer: 5′-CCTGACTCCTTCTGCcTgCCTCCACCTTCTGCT-3′). Both mutant constructs contained mutations of 2 nucleotides within the predicted miR-324 binding sites. For all 3′UTR constructs except mutant *Cd300lf*, In-Fusion HD cloning was used, following the manufacturer’s protocol. All constructs underwent confirmation by Sanger sequencing (Source BioScience).

### Cell culture and dual-luciferase assay

Murine C3H10T1/2 cells were cultured at 37 °C and 5% (v/v) CO_2_ in Minimal Essential Medium (MEM), supplemented with 2 mM L-glutamine, 10% foetal bovine serum, 100 μg/ml streptomycin and 100 IU/ml penicillin, using vented T75cm^2^ flasks as previously described^64^. Cells were seeded onto 96 well plates at 5000 cells/well, before being incubated at 37 °C for 18 h. Subsequently, cells were transfected with the pmiRGLO-3′UTR constructs using FuGENE HD Transfection Reagent (Promega Corporation) following the manufacturer’s protocol. These cells were incubated at 37 °C for 4 h, media was aspirated, and the cells were transfected with miCon2 (Control miRNA Mimic (miCon)) or miR-324-5p or miR-324-3p mimics at a final concentration of 50 nM using DharmaFECT 1 (all Horizon Discovery) transfection reagent. The cells were incubated at 37 °C for 24 h after which the media was aspirated, cells washed with phosphate-buffered saline (PBS) and lysed using 30 µl of Passive Lysis Buffer (Promega Corporation). Luciferase level of each well was determined relative to an internal Renilla control using a GloMax-Multi Detection System (Promega Corporation) and reagents from the Dual-Luciferase Reporter Assay System (Promega). For each pmiRGLO-3′UTR construct, 6 technical replicates were measured for each of miR-324-5p, miR-324-3p and miCon. The mean values from at least 3 independent experiments were used to calculate statistical significance. A negative control was included in every independent experiment and, after miR-324 targets were identified, one of these was used as a positive control for each subsequent experiment.

### Protein extraction and Western Blotting

Murine hippocampal samples were ground into a fine powder on dry ice, before each sample was resuspended in 150 µl of a 1% (v/v) TritonX lysis buffer. Samples were subsequently kept on ice for 25 min, before undergoing centrifugation at 13,000×*g* for 10 min, cooled to 4 °C. The supernatant was quantified using a Bradford Assay and 10 µg was heated to 105 °C for 5 min to denature the protein, before being resolved on a 10% (w/v) SDS-PAGE gel and transferred to a PVDF membrane. The membrane was incubated overnight at 4 °C with the following primary antibodies: SUOX (Invitrogen, catalogue number PA5-21705; used at 1:200 dilution), CD300f./LMIR3 (R&D Systems, catalogue number AF2788; used at 0.2 µg/ml), GAPDH (Sigma-Aldrich, product number MAB374; used at 1:40,000 dilution). Band visualisation was undertaken using HRP-conjugated secondary antibodies (Dako, Agilent Technologies, product number P0448; used at 1:1000 dilution) and Immobilon Western Chemiluminescent HRP Substrate (Merck Millipore UK Ltd.) and subsequent quantification was performed using Fiji^96^.

### Statistical analysis

Where data was of a normal distribution (tested using the Shapiro–Wilk test for normality), statistical significance was assessed using Student’s two-tailed *t*-test for single comparisons or analysis of variance (ANOVA) for testing the effects of multiple variables on a continuous variable output; the test used for each comparison is indicated in the corresponding figure legend. Where data was non-parametric, Mann–Whitney U tests were used to assess significance of single comparisons and either log_10_ transformed two-way ANOVA tests or ANOVA of rank tests were used for the effects of multiple comparisons. Tukey’s HSD tests were used for post-hoc testing. All data analysis and statistical calculations were performed using R version 3.6.2^97^. Relevant R packages used for statistical analysis are cited.

## Supplementary Information

Supplementary Information.

## Data Availability

RNA-seq data is freely available at GEO (accession GSE158337) and all other datasets are available from the corresponding author on reasonable request.

# Supplementary material for: Increased hippocampal excitability in miR-324-null mice
**Source:** Sci Rep. 2021 May 17;11:10452. doi: 10.1038/s41598-021-89874-1
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary Data

### Increased hippocampal excitability in miR-324-null mice

**Dan J. Hayman<sup>1</sup>, Tamara Modebadze<sup>1</sup>, Sarah Charlton<sup>1</sup>, Kat Cheung<sup>2</sup>, Jamie Soul<sup>1</sup>, Hua Lin<sup>1</sup>, Yao Hao<sup>1,3</sup>, Colin G. Miles<sup>4</sup>, Dimitra Tsompani<sup>1</sup>, Robert M. Jackson<sup>1</sup>, Michael D. Briggs<sup>1</sup>, Katarzyna A. Piróg<sup>1</sup>, Ian M. Clark<sup>5</sup>, Matt J. Barter<sup>1</sup>, Gavin J. Clowry<sup>1</sup>, Fiona E.N. LeBeau<sup>1</sup>, David A. Young<sup>1\*</sup>**

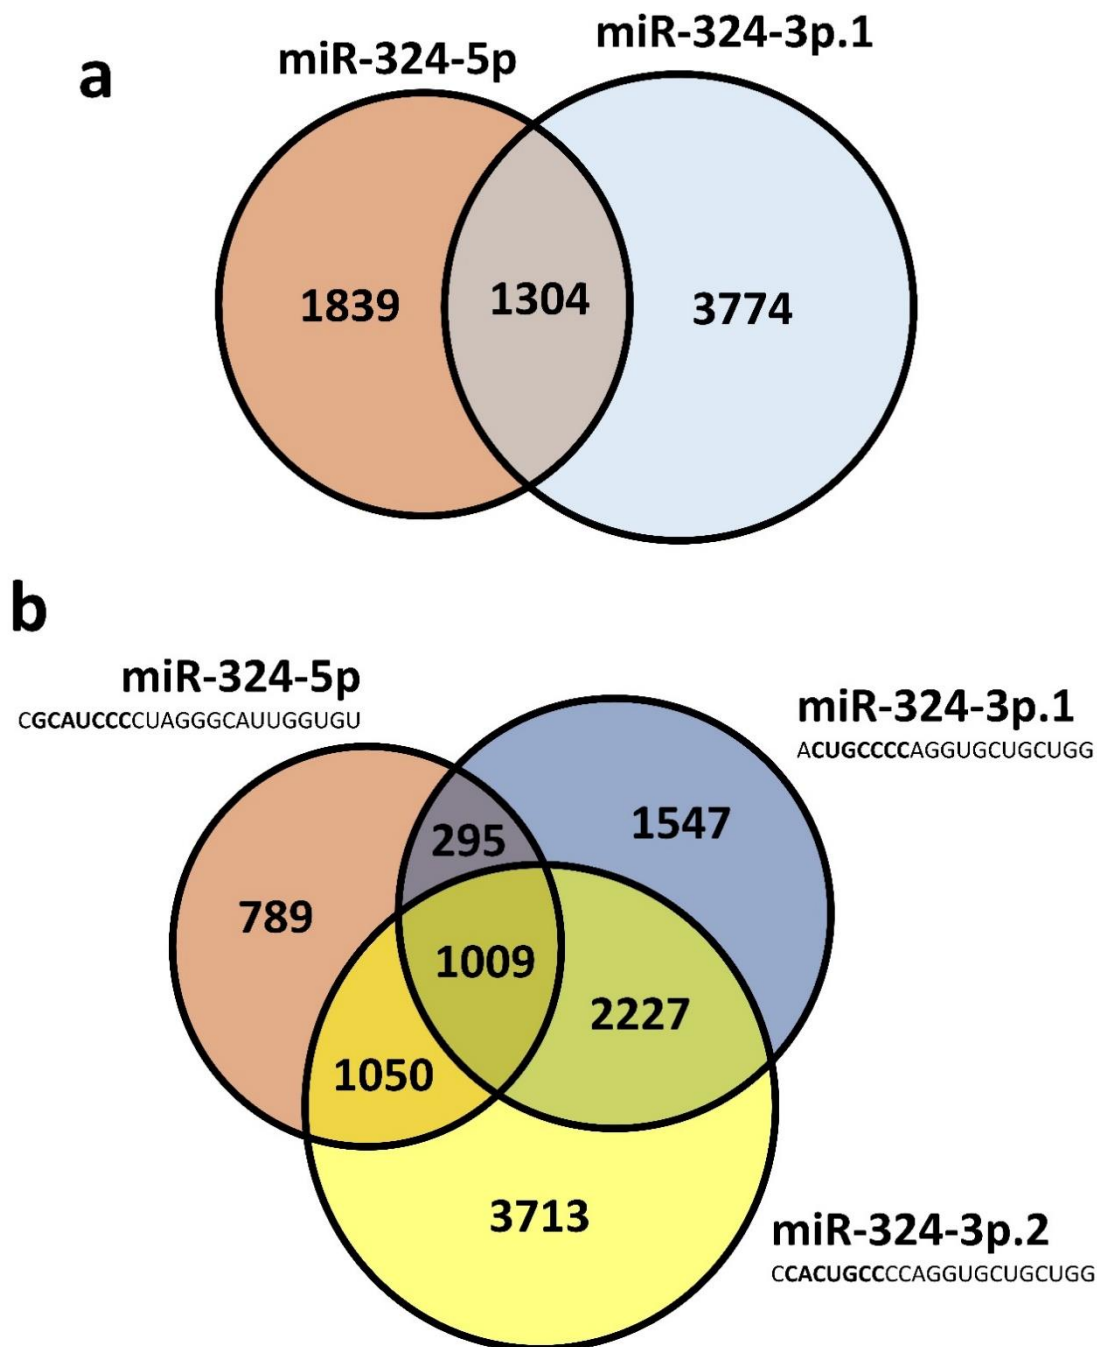

**Supplementary Figure S1** - Numbers of predicted targets for each mature arm of miR-324, according to the TargetScan algorithm<sup>4,33</sup>. **(a)** Both miR-324-5p and canonical miR-324-3p are each predicted to target over 3000 mRNAs, although 1304 of these putative targets are shared between the two arms. **(b)** There are two distinct mature miR-324-3p sequences called miR-324-3p.1 and -3p.2. Generally, miR-324-3p.1 is used as the canonical isomiR, however a vastly different array of transcripts are predicted as miR-324-3p targets if miR-324-3p.2 is included in target prediction. The mature sequences of miR-324 are based on miRBase deep sequencing reads<sup>40,41</sup> and within these, the seed sequences are shown in bold.

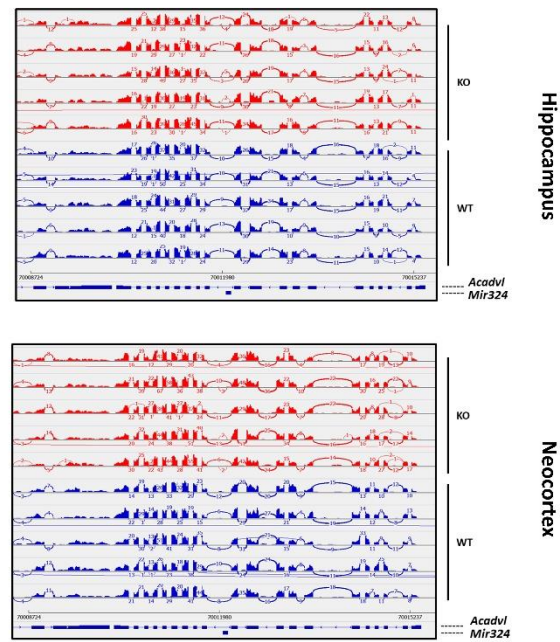

**Supplementary Figure S2** - Very little splicing variation is seen in the region surrounding the *Mir324* locus between miR-324-null and WT samples, both in hippocampus and neocortex. Red indicates miR-324-null samples and blue indicates WT samples. The region shown is at the coordinates chr11:70,008,183-70,017,428.

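The share of each annotated transcript in the TPM of its gene was compared between genotypes for *Acadvl* and *Dvl2*, with transcripts of at least 5% mean share tested by exact permutation tests and adjusted by the Benjamini-Hochberg method within gene and tissue. Acadvl-202 made up 79.5% ± 7.31 of *Acadvl* (SD, n = 5) in WT and 78.0% ± 9.03 in miR-324-null hippocampus (exact permutation test, adjusted p = 0.778). In the neocortex its share was 78.9% ± 9.42 in WT and 82.2% ± 11.6 in miR-324-null samples (exact permutation test, adjusted p = 0.865). None of the 3 *Acadvl* transcripts tested in each tissue differed, and none had an unadjusted p under 0.05. For *Dvl2*, the share of the transcript of 720 bases from 70006980 to 70008069 on chromosome 11 of GRCm38 was, in the neocortex, 26.8% ± 3.65 in WT and 32.9% ± 2.94 in miR-324-null samples (exact permutation test, adjusted p = 0.0476 over 6 transcripts). That difference no longer passed with all 7 transcripts tested (exact permutation test, adjusted p = 0.0556) or with shares of estimated counts (exact permutation test, adjusted p = 0.0794), both tried after the value was seen. In the hippocampus none of the 5 *Dvl2* transcripts tested differed, and the transcript of 1417 bases had the lowest adjusted p (0.317, exact permutation test).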

| Mouse | Number of hippocampal slices | Dorsal-Ventral slice coordinates |
|-------|------------------------------|----------------------------------|
| WT1   | 3                            | 3, 4, 5                          |
| WT2   | 3                            | 2, 3, 4                          |
| WT3   | 2                            | 4, 5                             |
| WT4   | 3                            | 3, 4, 5                          |
| WT5   | 2                            | 4, 5                             |
| WT6   | 3                            | 3, 4, 5                          |
| KO1   | 3                            | 3, 4, 5                          |
| KO2   | 3                            | 3, 4, 5                          |
| KO3   | 2                            | 3, 4                             |
| KO4   | 3                            | 3, 4, 5                          |
| KO5   | 3                            | 4, 5, 5                          |
| KO6   | 2                            | 4, 5                             |

**Supplementary Table S1** - Number of hippocampal slices obtained from each mouse and the corresponding coordinates of each hippocampal slice, using the Mouse Brain Atlas for Dorsal-Ventral position<sup>81,82</sup>.

| Gene                 | Hippocampus RNA-seq |                        | Neocortex RNA-seq |                        |
|----------------------|---------------------|------------------------|-------------------|------------------------|
|                      | logFC               | Adjusted p-value       | logFC             | Adjusted p-value       |
| <i>Mrpl27</i>        | -1.45               | 3.84x10 <sup>-60</sup> | -1.26             | 1.99x10 <sup>-44</sup> |
| <i>Sp6</i> *         | 2.25                | 1.81x10 <sup>-24</sup> | 1.92              | 1.61x10 <sup>-17</sup> |
| <i>Nme1</i>          | -1.03               | 6.26x10 <sup>-25</sup> | -0.786            | 1.59x10 <sup>-13</sup> |
| <i>Gm4811</i>        | 2.95                | 6.72x10 <sup>-12</sup> | 2.80              | 2.17x10 <sup>-9</sup>  |
| <i>Phb</i>           | -0.567              | 3.54x10 <sup>-10</sup> | -0.531            | 7.00x10 <sup>-9</sup>  |
| <i>B230217C12Rik</i> | -0.862              | 1.73x10 <sup>-22</sup> | -0.577            | 1.29x10 <sup>-8</sup>  |
| <i>Utp18</i>         | 0.545               | 1.87x10 <sup>-8</sup>  | 0.564             | 1.04x10 <sup>-8</sup>  |
| <i>Mrpl10</i>        | 0.421               | 1.32x10 <sup>-7</sup>  | 0.508             | 8.52x10 <sup>-12</sup> |
| <i>Gm5540</i>        | 2.44                | 1.85x10 <sup>-7</sup>  | 2.10              | 5.00x10 <sup>-9</sup>  |
| <i>Mllt6</i>         | -0.323              | 2.91x10 <sup>-7</sup>  | -0.430            | 4.71x10 <sup>-13</sup> |
| <i>Gm4875</i>        | 2.68                | 8.15x10 <sup>-11</sup> | 1.85              | 4.17x10 <sup>-7</sup>  |
| <i>Gm6304</i>        | 2.07                | 1.68x10 <sup>-6</sup>  | 1.83              | 5.81x10 <sup>-7</sup>  |
| <i>Gm3555</i>        | -1.71               | 9.01x10 <sup>-6</sup>  | -1.60             | 4.60x10 <sup>-6</sup>  |
| <i>Gm20390</i>       | 0.428               | 1.12x10 <sup>-5</sup>  | 0.440             | 4.60x10 <sup>-6</sup>  |
| <i>Nme2</i>          | -1.55               | 1.98x10 <sup>-28</sup> | -0.705            | 4.71x10 <sup>-5</sup>  |
| <i>Gm10184</i>       | 0.701               | 7.68x10 <sup>-6</sup>  | 0.559             | 4.88x10 <sup>-5</sup>  |
| <i>Dgke</i>          | -0.523              | 6.87x10 <sup>-8</sup>  | -0.400            | 0.000355               |
| <i>Cbx8</i>          | 0.762               | 0.00192                | 0.848             | 0.000296               |
| <i>Pigz</i>          | -1.18               | 8.79x10 <sup>-6</sup>  | -0.904            | 0.00474                |
| <i>Cacng6</i>        | -1.27               | 0.000714               | -1.18             | 0.00414                |
| <i>Chd9</i>          | -0.312              | 0.00533                | -0.367            | 0.000236               |
| <i>Rapgef11</i>      | -0.139              | 0.00594                | -0.202            | 2.26x10 <sup>-7</sup>  |
| <i>Suox</i> *        | 0.476               | 0.00165                | 0.447             | 0.00474                |
| <i>Gm5898</i>        | 1.05                | 0.00641                | 1.18              | 7.71x10 <sup>-5</sup>  |
| <i>Rnf157</i>        | -0.307              | 0.00397                | -0.309            | 0.00386                |
| <i>AC102745.1</i>    | -0.632              | 0.00594                | -0.784            | 0.00396                |
| <i>Acbd4</i> *       | 0.356               | 0.0160                 | 0.389             | 0.00544                |
| <i>Ncor2</i>         | -0.248              | 0.0217                 | -0.393            | 1.31x10 <sup>-6</sup>  |
| <i>Ece1</i>          | -0.217              | 0.00371                | -0.201            | 0.0267                 |
| <i>C1qb</i>          | -0.260              | 0.0275                 | -0.305            | 0.00484                |
| <i>Spop</i>          | -0.232              | 0.000350               | -0.174            | 0.0347                 |
| <i>Cep85</i>         | -0.307              | 0.0169                 | -0.303            | 0.0198                 |
| <i>Hif1an</i>        | -0.245              | 0.0233                 | -0.265            | 0.0140                 |
| <i>Ccl28</i>         | 0.987               | 0.0186                 | 1.04              | 0.0198                 |
| <i>Gm10282</i> *     | 0.942               | 0.0311                 | 1.10              | 0.00830                |
| <i>Eno1b</i>         | 0.215               | 0.0384                 | 0.245             | 0.00111                |
| <i>Alpk1</i> *       | 0.996               | 0.00481                | 0.842             | 0.0386                 |
| <i>Cd300lf</i> *     | 0.888               | 0.0275                 | 0.916             | 0.0267                 |
| <i>Smarce1</i>       | -0.402              | 0.0267                 | -0.397            | 0.0386                 |
| <i>Mill2</i>         | -0.611              | 0.0380                 | -0.661            | 0.0305                 |

**Supplementary Table S2** - Genes significantly differentially expressed in both the hippocampal and neocortical RNA sequencing experiments in miR-324-null samples relative to wild-type controls, ordered by mean adjusted p-value. Genes statistically significantly upregulated in both hippocampus and neocortex, in addition to being predicted as a miR-324 target by the TargetScan algorithm<sup>4,33</sup>, are indicated by \*.

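Of the 40 genes listed, 39 were matched by symbol to the annotation, and 35 had enough counts to be tested in the hippocampus and 37 in the neocortex. All of those tested changed in the direction the paper lists, in each tissue. Over all genes tested, 11 in the hippocampus and 18 in the neocortex had an adjusted p of at most 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 31 and 35 had an unadjusted p under 0.05. Adjusted over the list alone, 31 and 35 passed, but the list is the paper's own calls on these data, so that count shows no stability. On chromosome 11 lay 18 of the 39 genes (Fisher's exact test against the other genes tested in the neocortex, p = 1.7e-10), at midpoints from 89.1 to 119.04 Mb. Several listed genes, among them *Gm20390*, *Gm10184* and *Gm6304*, have near-identical sequence in another gene, so their values are uncertain. *Mrpl27* was at 26.4 ± 0.446 CPM (SD, n = 5) in WT and 10.4 ± 0.608 CPM (SD, n = 5) in miR-324-null hippocampus, with an adjusted p of 2.5e-07 from edgeR's test. It has near-identical copies as well.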

| Gene           | Forward primer         | Reverse primer          | UPL probe |
|----------------|------------------------|-------------------------|-----------|
| <i>Ndufa2</i>  | GAATGCTCGGAGGTGCAG     | CTTTGCCGCTTAGCACATT     | 21        |
| <i>Acbd4</i>   | GCTGGCAGAGAGCTGACC     | CCAACCTCTGTGGGCCTAT     | 7         |
| <i>Alpk1</i>   | AGAGGACAAGAGTGAGGACCAG | CGAAGGGCCACTTCATTTC     | 16        |
| <i>Cd300lf</i> | TTGGAGGATGGTGAGGAGAC   | TCCAGAGACTGTGCCTGCT     | 49        |
| <i>Gad1</i>    | ATACAACCTTTGGCTGCATGT  | TTCCGGGACATGAGCAGT      | 27        |
| <i>Gria1</i>   | CCAATTTCCCAACAATATCC   | AAAGCTGTCGCTGATGTTCA    | 38        |
| <i>Pnpo</i>    | GGCCGAGAACTACTCCATTC   | GTTCTCATTTTTCTTTCTCAGGT | 71        |
| <i>Scn5a</i>   | GGATGAGGAGAACAGCCTTG   | CACAACCTGGGATTCCTGCT    | 69        |
| <i>Sp6</i>     | GCAGCATCCTGCCTGTTC     | GTCAAGGGTACCTCAGATGGA   | 10        |
| <i>Suox</i>    | GCCTCTGACCCTTATGCTGA   | GGCGCTGGCTATTAATCCT     | 42        |

**Supplementary Table S3** - Primers and UPL probes (Roche Molecular Systems) used to measure the mRNA levels of transcripts from specific GOIs.

| <b>3'UTR</b>   | <b>Forward primer</b>                         | <b>Reverse primer</b>                       | <b>Product size (bp)</b> |
|----------------|-----------------------------------------------|---------------------------------------------|--------------------------|
| <i>Cd300lf</i> | <b>GCTCGCTAGCCTCG</b> ATGTACCTGCTTCCTTACCCG   | <b>CGACTCTAGACTCG</b> AGCTCACGGAACAGAACAGTC | 634                      |
| <i>Sp6</i>     | <b>GCTCGCTAGCCTCG</b> ATGTCACATACCTGCCGTTCT   | <b>CGACTCTAGACTCG</b> AAAGGACAGGCAGCTGAGAAA | 2034                     |
| <i>Suox</i>    | <b>GCTCGCTAGCCTCG</b> ATTGTACCCAAAGAACCACCTAG | <b>CGACTCTAGACTCG</b> AGGAAATCCCCCTGCATCCCA | 581                      |

**Supplementary Table S4** - Primers used to amplify 3'UTR fragments from genomic DNA extracted from murine C3H10T1/2 cells. Sequences required for In-Fusion HD cloning (Takara Bio) are shown in bold.

How the deposited data were processed for this re-analysis (not part of the article)

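RNA-seq was analysed in 20 samples, 5 WT and 5 miR-324-null samples of the hippocampus and of the neocortex. Genotype, tissue and replicate number were taken from the submitters' sample labels, which carry the same numbers 1 to 5 in each of the 4 groups, and from the paper. The labels pair samples across genotypes only by this number, and mice of different genotype are different animals, so no block was used. The level of *Mir324* was not analysed here, since a short RNA of this kind is not measured by these libraries.

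The authors sequenced stranded mRNA libraries, pseudo-aligned the reads to an Ensembl mouse transcriptome of GRCm38 with kallisto and deposited, for each transcript and sample, the estimated counts. The deposited files also give the TPM of each transcript, which the authors' kallisto run computed from the estimated counts and the effective transcript lengths. Both were used as deposited. The paper goes on to summarise the estimates to genes with Tximport and to test them with DESeq2. Whether kallisto used the strand of the reads, and which values entered the principal component analysis, was not found in the paper's text.

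Of the 115270 transcripts, 113580 were matched by identifier to a GENCODE annotation of GRCm38, and the 1690 others were left out. Estimated counts were summed over 35580 genes and rounded to whole numbers. The depth of a sample, as the sum of its estimated counts, lay between 12752439 and 19617765. A level of 3 counts was taken as the smallest that this depth can show, and a fold change against WT samples that all had at most 3 counts was computed against that level and is given as a lower bound. SDs and this floor cover sampling and differences between mice, and not the division of reads between near-identical transcripts.

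The calls were made with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1. Each tissue was fitted on its own, genes were kept by edgeR's default filter, library sizes were scaled by TMM, and genotypes were compared with the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Of the genes, 14796 were tested in the hippocampus and 14930 in the neocortex. A genotype-by-tissue interaction was tested in a fit of all 20 samples. Fits of all 20 samples take the samples of both tissues as independent, apart from the one with the replicate block. So do the permutation tests of the variance shares. Levels are TMM-normalized CPM. Other comparisons used exact permutation tests where groups had 5 samples, permutation tests with 100000 resamples, or Fisher's exact test, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Principal components were computed on TMM-normalized counts on the linear scale, because the axes of Fig. 5a run to values that log counts do not reach. The rank-rank hypergeometric overlap used steps of 250 genes. Matches to the seed of miR-324-5p and of the canonical miR-324-3p were searched in a single annotated 3′UTR per gene. This was the 3′UTR of the gene's transcript with the highest mean TPM among those with a 3′UTR. The miRNA sequences were taken from Fig. 1a. Fold changes in the seed test were differences of mean log2 CPM with a prior count of 2. Near-identical sequence was searched with BLAST 2.17.0, at an identity of at least 95% over at least 100 bases.

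The edgeR and DESeq2 steps were tested on simulated counts with 200 genes changed by 1 on the log2 scale. Means, library sizes and edgeR's estimates of each gene's spread were taken from these samples, in a single draw per tissue. The use of edgeR's estimates may favour edgeR over DESeq2. The changed genes were drawn among those with high counts, so the recovery does not extend to low counts or smaller changes. Among 14685 simulated genes of the hippocampus, edgeR recovered 99% of the changed genes with 5.3% unchanged genes among its calls, and DESeq2 recovered 99.5% with 15.3%. Among 14824 of the neocortex, edgeR recovered 99% with 5.7%, and DESeq2 recovered 99% with 11.2%.

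The genes named were chosen by a rule. They are the genes the paper names for its RNA-seq (the 4 of Table 1, the 40 of Supplementary Table S2, *Acadvl*, *Dvl2*, *App*, *Gpc1*, *Kcnd2* and *Mmp9*), its qRT-PCR normaliser *Ndufa2*, and in each tissue the 5 genes with the largest increase and the 5 with the largest decrease among DE genes whose groups did not overlap. Of the 40 genes of Supplementary Table S2, 39 were matched by symbol. Some genes that this rule names are not reported here, nor is the number of genes of Table 1 that passed, and the sums over gene sets include them unless stated otherwise. *Ndst4*, *Mdga1*, *Sema5b*, *Gm10259* and the transcripts of *Dvl2* were named after their values were seen.

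The sample mapping, the tests, the rule for named genes and these alternatives were set before the data were examined. The alternatives were DESeq2's size factors, no filter on low counts, a minimum of 10 counts in every sample, DESeq2 1.42.0 with its Wald test, the transcript-length offset of Tximport in edgeR and in DESeq2, all 20 samples in one fit with either tool, the replicate number as a block, and each replicate left out in turn. Principal components were also computed on log2 CPM with a prior count of 2, on TPM, and without the 100 genes of highest mean. DESeq2 with the offset and no filter, shrunken DESeq2 fold changes, the striatum marker score as a covariate, and other ways to compute the share of a *Dvl2* transcript, whose test was itself not planned, were added after seeing the data. Regroupings of the samples were drawn 100 times with a fixed seed, of the 126 splits of 10 samples into 5 and 5.

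The TargetScan predictions and the Disease Ontology gene lists were not used here, so the enrichment in Fig. 6a was not analysed. The electrophysiology, qRT-PCR and luciferase measurements were not analysed.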

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

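The count of regroupings for the genotype-by-tissue interaction, the test of a narrow stretch of chromosome 11, the comparison of predicted genes with other predicted genes and the test of choroid plexus genes were chosen only after the results they bear on were seen.

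Chromosome 11 held 52.6% of the DE genes in the hippocampus (10 of 19) and 40.4% in the neocortex (19 of 47), against 7.89% and 7.92% of the genes tested (Fisher's exact test, two-sided, p = 4.3e-07 and 8.5e-10). The paper does not report where its DE genes lie. It states that the founders were of mixed C57BL/6 and CBA/Ca background and were backcrossed, so 1 explanation is DNA of the other founder strain that stayed beside the deleted locus. DE genes would then lie nearer to *Mir324* than the other tested genes of the chromosome. They did not: the median distance was 25.8 Mb for DE genes against 26.5 Mb in the hippocampus and 27.0 against 26.6 Mb in the neocortex (permutation test, one-sided, p = 0.502 and 0.533). A distance to the locus is a weak measure of that explanation, since a carried stretch need not be centred on it. The DE genes were close to each other instead. They lay between 93.9 and 100.2 Mb in the hippocampus and between 62.6 and 116 Mb in the neocortex. Their interquartile range was 3.42 Mb against 45.9 Mb for the tested genes in the hippocampus (permutation test, p = 1e-04) and 7.12 against 43.7 Mb in the neocortex (p = 2e-05, the smallest that these permutations can give). A stretch of chromosome 11 that differs between the WT and miR-324-null mice and lies away from *Mir324* is therefore a candidate explanation, found and tested on the same values. Sequence variants were not analysed here.

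Sequence differences in such a stretch could also move reads between near-identical genes. Of the DE genes, 8 are predicted genes outside chromosome 11, and 7 of these 8 (87.5%) match a gene of chromosome 11, against 82 of 551 predicted genes that were tested and not DE (14.9%; Fisher's exact test, p = 1.5e-05). All 8 have a near-identical gene, while the genes they were compared with were not chosen for having one. The test therefore does not isolate matches to chromosome 11. For 4 of the 8, the matching gene of chromosome 11 was DE in the other direction. In the neocortex *Kpna2* fell while its copies *Gm10184* and *Gm10259* rose, *Phb* fell while *Gm7666* rose, and *Mrpl27* fell while *Gm6304* rose. For the other 4 no matching gene of chromosome 11 was DE in the other direction. *Smarce1*, which *Gm4811* matches over 1226 bases, had a log2 fold change of -0.12 in the neocortex (adjusted p = 0.398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 9 alternatives that kept every replicate and were not added later its adjusted p ranged from 0.00279 to 0.502, passing in 2 of them. The concentration of DE genes on chromosome 11 cannot be told apart from founder DNA or from redistributed reads. An effect of the absent miRNA on these genes cannot be separated from either.

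The effect of genotype differed between the tissues for 3 genes by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference in log2 fold change, neocortex minus hippocampus, was 3.07 for *Ndst4*, 0.97 for *Mdga1* and 0.88 for *Sema5b*. *Ndst4* rose from 1.83 ± 1.03 to 13.0 ± 6.22 CPM (SD, n = 5) in the neocortex and stood at 30.7 ± 2.37 and 25.5 ± 8.89 CPM in the hippocampus. *Mdga1* went from 13.1 ± 1.38 to 22.3 ± 3.21 CPM in the neocortex and from 82.8 ± 3.60 to 72.0 ± 2.78 CPM in the hippocampus. *Sema5b* went from 13.1 ± 1.33 to 18.3 ± 3.02 CPM and from 16.6 ± 1.36 to 12.6 ± 1.06 CPM, and passed in neither tissue alone. Of 100 regroupings of the samples that part all same-numbered pairs, the real one included, 15 gave at least 3 genes, and the highest gave 367. The count of 3 is therefore one that regrouped samples often give, and it may be due to how the samples happen to be grouped. With the replicate block, which takes samples of the same genotype and number in both tissues as 1 mouse, the count was 0, with 794 genes at an unadjusted p of at most 0.05. The correlation of deviations of these samples was 0.0327 in WT and 0.108 in miR-324-null samples.

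Single samples stood apart from the other 4 of their group in 26 of 260 groups tested by Dixon's ratio, and 13.0 are what chance gives. The choroid plexus marker score, a mean of log2 levels over 6 genes, was 6.15 in WT hippocampus replicate 3, 5.58 in miR-324-null hippocampus replicate 5 and 4.05 in miR-324-null neocortex replicate 2, each the highest of its group. All 6 genes were highest in the same pair of hippocampus samples, which choroid plexus tissue in the dissected sample would give. The pair holds 1 sample of each genotype. No biological explanation was tested, since the samples of a group have the same condition.

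Other marker scores stood apart in the hippocampus: striatum at 2.35 in miR-324-null replicate 2 (the lowest), thalamus at 3.58 in WT replicate 5, upper-layer neocortex at 4.73 in WT replicate 3 (the lowest) and interneurons at 6.19 in WT replicate 5. No explanation was tested for these. WT replicate 5 was high for both thalamus and interneurons.

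Among the named genes, levels that stood apart in 1 WT sample of the hippocampus were 0.0787 CPM of *Gm4811* and 0.944 CPM of *Gm20390* in replicate 4, 263 CPM of *Chd9* in replicate 2 and 1.30 CPM of *Eno1b* in replicate 3. In the WT neocortex they were 16.5 CPM of *Utp18* and 0.0686 CPM of *Gm6304* in replicate 5, 0.145 CPM of *Gm5540*, 1.16 CPM of *Gm20390* and 0.289 CPM of *Cacng6* in replicate 2, 54.9 CPM of *Ece1* in replicate 3, 194 CPM of *Spop* in replicate 1 and 3.18 CPM of *Gm7666* in replicate 4. In miR-324-null samples they were 6.56 CPM of *Ccl28* in hippocampus replicate 4, 4.07 CPM of *Ccl28* in neocortex replicate 4, 53.0 CPM of *Mrpl10*, 28.9 CPM of *Nme2* and 0.0733 CPM of *Gm3555* in neocortex replicate 1, 37.9 CPM of *B230217C12Rik* in neocortex replicate 5 and 3.49 CPM of *Gm5540* in neocortex replicate 2. The levels of *Gm4811*, *Gm6304* and *Gm5540* in WT samples rest on at most 2 counts, and the reads of several of these genes can be divided with near-identical genes, so counting error alone can set such a sample apart. No other explanation was tested for the single genes.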

How the results depend on the processing

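The added tests with the striatum marker score and with DESeq2, the offset and no filter were chosen only after the results were seen, as were shrunken fold changes and the tests on the share of a *Dvl2* transcript. The cause was not tested for the changes reported here, apart from the striatum marker score for the number of DE genes.

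With a minimum of 10 counts in every sample, DE genes numbered 9 in the hippocampus and 26 in the neocortex, 5 were shared, and 0 of the 6 predicted targets passed in both tissues, while at an unadjusted p of at most 0.05 there were 1571 and 1737 genes. This minimum left out *Sp6* in the neocortex, the 1 target that passed in both tissues in the reported fit, so the 0 does not bear on its direction. *Sp6* passed in the neocortex in each of the 8 alternatives not added later that tested it there with every replicate kept. With DESeq2's Wald test the numbers were 139, 240, 31 and 4 targets, and 11 genes had an interaction. With the transcript-length offset in edgeR, 30 genes passed in the neocortex, 16 higher and 14 lower, the interaction count was 1, and the hippocampal split of 17 genes was 8 higher and 9 lower, against 11 and 8 of 19. The hippocampal split moved further without miR-324-null replicate 5, to 10 higher and 23 lower. In the neocortex the minimum of 10 counts gave 8 higher and 18 lower, against 24 and 23 of 47. With the offset in DESeq2 the numbers were 85, 184, 23 shared and 5 targets, and without a filter as well 90, 195, 30 and 5. With all 20 samples in one edgeR fit they were 83, 24 shared and 4 targets, and with DESeq2, the offset and all 20 samples 118, 164, 40 and 6. With the striatum marker score as a covariate, 4 genes passed in the hippocampus and 13 in the neocortex, 12 of them among the 47.

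DE genes in the fits that each left out 1 replicate ranged from 10 to 33 in the hippocampus and from 27 to 566 in the neocortex, with the highest number, 566, without miR-324-null replicate 5, which contains all 47. With the striatum marker score as a covariate in the fit without miR-324-null replicate 5, 47 genes passed in the neocortex in place of 566, and 6 in the hippocampus in place of 33. The score also lowered the counts with all replicates, so this does not show that striatal tissue is the cause. The shared count ranged from 8 to 22 and the interaction count from 1 to 16.

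The same-numbered samples of the genotypes are different mice. The replicate block was tried, and the correlation of deviations of same-numbered samples was -0.0619 in the hippocampus and -0.0046 in the neocortex, so the numbers do not pair the samples. With the replicate block, 4 genes passed in the hippocampus (19 without it), all of them among the 19, 30 passed in the neocortex (47 without it), 4 were shared (11 without it), and the log2 fold change of *Ndufa2* in the hippocampus was -0.0071. At an unadjusted p of at most 0.05 there were 1298 and 1719 genes with it. For the interaction, the replicate block took samples of the same genotype and number in both tissues as 1 mouse, and the correlation of their deviations was 0.0327 in WT and 0.108 in miR-324-null samples. The interaction count was 0 with this block and 3 without it, with 794 genes at an unadjusted p of at most 0.05.

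Some fold changes near 0 changed sign. With the offset in edgeR, the offset in DESeq2, the offset without a filter, shrunken fold changes and all 20 samples in DESeq2, in that order, hippocampal *Dvl2* was -0.021, -0.019, -0.019, -0.012 and -0.017, and hippocampal *Mmp9* was -0.12, -0.15, -0.15, -0.016 and -0.14. Over the fits without 1 replicate, *Dvl2* ranged from -0.055 to 0.12 in the hippocampus and from -0.0057 to 0.12 in the neocortex, *Gpc1* from -0.0073 to 0.063 in the neocortex, *Kcnd2* from -0.090 to 0.068 in the hippocampus, *Mmp9* from -0.080 to 0.091 in the neocortex, *Ndufa2* from -0.088 to 0.072 in the hippocampus and from -0.036 to 0.056 in the neocortex, and *Krt9* from -0.068 to 0.25 in the neocortex. Over the 95 single-gene results that remain apart from those of *Dvl2* and *Acadvl*, 1605 of 1964 alternatives kept direction and side of the threshold, 130 no longer passed, 204 passed where the reported fit did not, and 25 changed sign.

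The first principal component held 40.5% on log2 CPM and 48.4% on TPM, and from 49.5% to 59.2% without 1 replicate. The second held 9.12% on log2 CPM, 28.6% on TPM and 22.6% without the 100 highest genes, and from 23.1% to 28.3% without 1 replicate. The genotype share, 20.1% in the reported analysis, was 5.86% without the 100 highest genes (permutation test, p = 0.445), and ranged from 16.2% to 27.8% without 1 replicate (permutation test, p from 0.0149 to 0.125, above 0.05 in most of these fits). The correlation between tissues was 0.14 without the filter, 0.24 with the offset in edgeR and in DESeq2, 0.12 with the offset and no filter, and 0.22 with the offset and all 20 samples, and from 0.22 to 0.35 without 1 replicate. These shares and correlations count as moved when they differ by more than the SD of the values with 1 replicate left out.

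Depth limits the predicted genes most: with at most 3 counts in every WT sample, the increases of *Gm4811* in both tissues and of *Gm5540*, *Gm4875*, *Gm6304* and *Gm10184* in the neocortex are lower bounds. The share of a *Dvl2* transcript of 720 bases in the neocortex passed at an adjusted p of 0.0476 and did not with all transcripts tested or with estimated counts (0.0556 and 0.0794, exact permutation tests). With 1 replicate left out its adjusted p ranged from 0.0476 to 0.190, passing only without WT replicate 1, 2 or 3.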

Differences from the paper's values

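No test was chosen for this part after the results were seen, apart from the settings named as such.

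In the hippocampus 19 genes were DE against the paper's 126. Of the alternatives set before the data were examined, DESeq2's Wald test (139 genes), DESeq2 with the transcript-length offset (85) and DESeq2 with the offset and all 20 samples in one fit (118) came within 1.5-fold, as did DESeq2 with the offset and no filter (90), chosen after seeing the values. In the neocortex 47 genes were DE against the paper's 81, and no filter on low counts (66) and all 20 samples in one edgeR fit (56) came within 1.5-fold. Fig. 5c prints the paper's 126, 40 and 81 as separate parts, and in the fit with DESeq2, the offset and all 20 samples the separate parts were 78, 40 and 124. As separate parts, 78 against 126 and 124 against 81 did not come within 1.5-fold. With the tissues exchanged, 124 would stand against 126 and 78 against 81. The number shared was 11 against the paper's 40, and DESeq2's Wald test (31) and DESeq2 with the offset and all 20 samples (40) came within 1.5-fold, as did DESeq2 with the offset and no filter (30), chosen after seeing the values. Of the predicted targets, 1 was higher in both tissues against the paper's 6, and this came within 1.5-fold with DESeq2's Wald test (4), DESeq2 with the offset (5), all 20 samples in one edgeR fit (4), DESeq2 with the offset and all 20 samples (6), and DESeq2 with the offset and no filter (5), chosen after seeing the values. The second principal component held 25.4% of the variance against about 16% in Fig. 5a, read by eye. Leaving out the 100 genes of highest mean (22.6%) and leaving out WT replicate 3 (23.2%) or 4 (23.1%) came within 1.5-fold, and none of the other alternatives did.

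Log2 fold changes are given below as pairs, each computed with the fit reported at the claims, with the paper's value from Table 1 or Supplementary Table S2. A pair differs when the values are more than a standard error apart, or for a lower bound (at least) when it is over 1.5-fold above the paper's fold. The pairs set each tissue against the paper's column of the same name. With DESeq2, the offset and all 20 samples, the median distance was 0.173 as labelled and 0.0217 with the tissues exchanged. Part of the differences listed may therefore come from exchanged tissue columns. The 3 fits with the transcript-length offset are edgeR and DESeq2 in each tissue and DESeq2 with all 20 samples. The fold changes of *Gm20390* computed here depend on single samples, reaching 12.9 in the hippocampus and 13.1 in the neocortex with 1 replicate left out.

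In the hippocampus, the value computed here stands first and the paper's second in each pair that follows. Under none of the alternatives set before the data were examined did these come within the error: *Gria1* 0.076 against 0.295, *Mrpl27* -1.34 against -1.45, *Nme1* -0.27 against -1.03, *B230217C12Rik* -0.64 against -0.862, *Gm5540* 3.57 against 2.44, *Gm20390* 8.58 against 0.428, *Nme2* -0.64 against -1.55, *Dgke* -0.15 against -0.523, *Cacng6* -1.83 against -1.27, *Gm10282* 2.60 against 0.942, *Eno1b* 9.06 against 0.215, *Mllt6* -0.41 against -0.323 and *Rapgefl1* -0.23 against -0.139. Of these, *Mllt6* did so with shrunken DESeq2 fold changes and the striatum marker score as a covariate, chosen after seeing the values. Of these, *Rapgefl1* did so with the striatum marker score as a covariate, chosen after seeing the values. The pair *Gad1* 0.16 against 0.27 came within the error with WT replicate 5 left out and under none of the others, and also with the striatum marker score as a covariate, chosen after seeing the values. The pairs *Phb* -0.40 against -0.567, *Pigz* -0.21 against -1.18 and *Smarce1* -0.067 against -0.402 came within the error with each of the 3 fits with the transcript-length offset and under none of the others, and also with DESeq2 with the offset and no filter on low counts, chosen after seeing the values. The pair *Gm4875* 3.27 against 2.68 came within the error with WT replicates 1, 3 and 4 left out in turn and miR-324-null replicate 1 left out and under none of the others. The pair *Cbx8* 0.58 against 0.762 came within the error with edgeR with the transcript-length offset, DESeq2 with the transcript-length offset, WT replicates 2 and 5 left out in turn and miR-324-null replicate 4 left out and under none of the others, and also with DESeq2 with the offset and no filter on low counts and the striatum marker score as a covariate, chosen after seeing the values. The pair *Rnf157* -0.10 against -0.307 came within the error with each of the 3 fits with the transcript-length offset and under none of the others, and also with DESeq2 with the offset and no filter on low counts and shrunken DESeq2 fold changes, chosen after seeing the values. The pair *Ece1* -0.16 against -0.217 came within the error under all of those alternatives except WT replicates 1 and 5 left out in turn and miR-324-null replicate 2 left out, and also with DESeq2 with the offset and no filter on low counts and shrunken DESeq2 fold changes, chosen after seeing the values. The pair *Spop* -0.16 against -0.232 came within the error with WT replicates 3 and 5 left out in turn and under none of the others, and also with the striatum marker score as a covariate, chosen after seeing the values. The pair *Ccl28* 1.55 against 0.987 came within the error with WT replicates 1, 3 and 4 left out in turn and miR-324-null replicate 4 left out and under none of the others. The pair *Cd300lf* 1.29 against 0.888 came within the error with WT replicate 3 left out and under none of the others.

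In the neocortex, the value computed here stands first and the paper's second in each pair that follows. Under none of the alternatives set before the data were examined did these come within the error: *Gria1* 0.32 against 0.0678, *Mrpl27* -1.42 against -1.26, *Sp6* 2.69 against 1.92, *B230217C12Rik* -0.81 against -0.577, *Mrpl10* 0.24 against 0.508, *Gm5540* at least 3.33 against 2.1, *Mllt6* -0.31 against -0.43, *Gm4875* at least 3.55 against 1.85, *Gm20390* 8.17 against 0.44, *Nme2* -1.34 against -0.705, *Gm10184* at least 4.40 against 0.559, *Dgke* -0.28 against -0.4, *Pigz* -0.21 against -0.904, *Rapgefl1* -0.11 against -0.202, *Gm5898* 3.29 against 1.18, *Ccl28* 1.55 against 1.04, *Gm10282* 2.28 against 1.1, *Eno1b* 6.89 against 0.245 and *Nme1* -0.46 against -0.786. Of these, *Nme1* did so with shrunken DESeq2 fold changes, chosen after seeing the values. The pair *Gm4811* at least 3.41 against 2.8 came within the error with miR-324-null replicate 3 left out and under none of the others. The pair *Gm6304* at least 2.47 against 1.83 came within the error with miR-324-null replicates 3 and 4 left out in turn and under none of the others. The pairs *Cbx8* 0.42 against 0.848, *Chd9* -0.21 against -0.367 and *Smarce1* -0.12 against -0.397 came within the error with each of the 3 fits with the transcript-length offset and under none of the others, and also with DESeq2 with the offset and no filter on low counts, chosen after seeing the values. The pair *Rnf157* -0.23 against -0.309 came within the error with each of the 3 fits with the transcript-length offset, WT replicates 3 and 4 left out in turn and miR-324-null replicate 2 left out and under none of the others, and also with DESeq2 with the offset and no filter on low counts and shrunken DESeq2 fold changes, chosen after seeing the values. The pair *Acbd4* 0.33 against 0.389 came within the error under all of those alternatives except DESeq2's size factors in edgeR, no filter on low counts, WT replicates 1, 2 and 5 left out in turn and miR-324-null replicate 1 left out, and also with DESeq2 with the offset and no filter on low counts and the striatum marker score as a covariate, chosen after seeing the values. The pair *Spop* -0.22 against -0.174 came within the error with the replicate number as a block, WT replicate 1 left out and miR-324-null replicates 1, 3 and 5 left out in turn and under none of the others, and also with shrunken DESeq2 fold changes and the striatum marker score as a covariate, chosen after seeing the values. The pair *Cd300lf* 1.22 against 0.916 came within the error with each of the 3 fits with the transcript-length offset and WT replicates 1 and 5 left out in turn and under none of the others, and also with DESeq2 with the offset and no filter on low counts and the striatum marker score as a covariate, chosen after seeing the values.

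The filter on low counts left out *Gm6304*, *Gm10184*, *Gm5898* and *Gm3555* in the hippocampus and *Gm3555* and *Cacng6* in the neocortex, which the paper lists as DE, so these have no value to compare. Of the paper's calls in Table 1 and Supplementary Table S2 that are reported here, 29 were not made in the hippocampus, and 20 of those in Supplementary Table S2 were not made in the neocortex. Of these, DESeq2 with the offset and all 20 samples called 27 and 20, DESeq2 with the offset 16 and 14, DESeq2's Wald test 13 and 9, all 20 samples in one edgeR fit 15 and 5, no filter 3 and 4, and edgeR with the offset 3 and 3. DESeq2 with the offset and no filter called 20 and 16, as did shrunken fold changes, and the striatum marker score called 0 and 1, all chosen after seeing the values. The replicate number as a block called 1 in the neocortex, *Eno1b*. Fits without 1 replicate called up to 3 in the hippocampus and, without miR-324-null replicate 5, 11 in the neocortex. The 2 hippocampal calls among these that no setting made are *Gria1* and *Gad1*. Both passed in the neocortex with DESeq2, the offset and all 20 samples.

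The paper states that no reads mapped to the predicted *Dvl2* variant that extends over *Mir324*. Here the annotated pair of such transcripts had 26.3 ± 10.0 estimated counts each in WT and 30.4 ± 9.80 in miR-324-null hippocampus (SD, n = 5), and 33.1 ± 4.75 and 46.5 ± 9.97 in the neocortex. Estimated counts can come from sequence in common with other *Dvl2* transcripts, since the counting divides reads between the transcripts they match. The paper ranks the variance of brain region above that of genotype, and with TPM on the linear scale the order was the other way, 17.7% against 22.5%. So it was without WT replicate 3 (21.5% against 27.1%) and without miR-324-null replicate 1 (24.3% against 27.8%), while the other settings kept the paper's order. The genotype share sums a difference within each tissue, so noise raises it more than the tissue share. These reversals alone therefore do not contradict the paper's ranking. The paper calls *Suox* DE in both tissues. Here *Suox* had an adjusted p of 0.100 in the hippocampus and 0.0521 in the neocortex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 0.00503 to 0.343 and from 0.00186 to 0.107 over the 9 alternatives not added later. In the hippocampus *Suox* passed with DESeq2's Wald test, with DESeq2 and the offset, and with all 20 samples in either fit, and also with DESeq2, the offset and no filter, chosen after seeing the values.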

Other observations

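The counts of other splits for the shared genes and for the correlation, both tests of exchanged tissues and the striatum test were chosen only after the results they bear on were seen; the other tests were set before.

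The 5 and 5 samples of a tissue were split in other ways. In the hippocampus, 2 of the 16 splits that part all same-numbered pairs, the real one included, gave at least 19 DE genes, and the highest of the others gave 74. In the neocortex only the real split of the 16 gave 47, and the highest of the others gave 3. A split that does not part the pairs gave 327. For the genes shared by both tissues, 1 of 16 splits, the real one, gave 11, and each of the others of the 16 gave 0. Of all 100 drawn, the highest apart from the real one gave 2. The correlation of fold changes between tissues was reached by 1 of the 16, the real one. With 16 splits the share cannot fall below the threshold of 0.05, so none of these results can be told apart from chance by the splits that part the pairs. Of the 100 splits drawn, pairs parted or not, 2 gave as many genes in the hippocampus and 2 in the neocortex.

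Both tissues may come from the same mice, in which case differences between mice would correlate fold changes too. The deviations of same-numbered samples of both tissues correlated at 0.108 in miR-324-null and 0.0327 in WT samples, against -0.0269 and -0.0082 for other numbers. Same-numbered miR-324-null samples also had similar levels of *Alpk1*, *Gm10282* and *Eno1b* in both tissues, as they would if they were the same mice. The same splits made in both tissues gave a highest correlation of 0.269 apart from the real one, below the real value of 0.299, and 1 of the 100 drawn, the real one, reached it. The rank-rank hypergeometric overlap, 212 as a negative log10 of p, was reached by 2 of the 100, the real one included, and the other gave 221. With the tissues regrouped independently the same draw gave 242.5. This measure therefore cannot tell differences between mice apart from other regroupings. After removing a trend with GC content and transcript length the correlation was 0.291, a fall smaller than the difference to any of those splits. An effect of genotype on both tissues remains a hypothesis.

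If the absence of miR-324-5p raised its targets, genes with seed matches would shift upward. The shift was -0.011 on the log2 scale in the hippocampus and -0.0042 in the neocortex, and 1 of 16 and 7 of 16 splits that part the pairs gave a shift as large. With 16 splits the share cannot fall below 0.05, so this test cannot set either shift apart from chance. Of the 100 splits drawn, 11 and 48 gave a shift as large. Both shifts point downward.

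A changed share of microglia is a candidate explanation for higher *Cd300lf*. *C1qb* was lower in miR-324-null samples, with a log2 fold change of -0.31 in the hippocampus (adjusted p = 0.105) and -0.25 in the neocortex (adjusted p = 0.166), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives that kept every replicate and were not added later, the adjusted p of *C1qb* ranged from 0.00434 to 0.437 and from 0.0271 to 0.242. With 1 replicate left out in edgeR's test it ranged from 0.122 to 0.282 and from 0.104 to 0.343. The microglia marker score was 4.89 ± 0.134 in WT and 4.75 ± 0.0451 in miR-324-null hippocampus (SD, n = 5 each, exact permutation test, p = 0.0714, adjusted p = 0.286). More microglia would raise the score and would raise *C1qb*, and neither rose.

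The striatum marker score was higher in miR-324-null neocortex, at 4.72 ± 0.665 against 3.57 ± 0.741 (SD, n = 5 each, exact permutation test, p = 0.0476, adjusted p = 0.286 over all scores), and lower in miR-324-null hippocampus, at 2.64 ± 0.168 against 2.88 ± 0.101 (SD, n = 5 each, exact permutation test, p = 0.0238, adjusted p = 0.286). With this score as a covariate the neocortex had 13 DE genes, of which 12 were among the 47, and the hippocampus had 4. At an unadjusted p of at most 0.05 there were 956 and 835. The hippocampus also lost calls with the score, so a loss of calls does not by itself point to striatal tissue. The 11 genes DE in both tissues and the tested genes of Supplementary Table S2 (35 in the hippocampus and 37 in the neocortex) changed in the same direction in both, while the score was higher in one and lower in the other, so a different share of striatal tissue alone does not account for these. The other neocortical calls lost with the score cannot be told apart from it by this test.

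The fold changes the paper lists for each tissue lay nearer to those of the other tissue's files. With DESeq2, the offset and all 20 samples, the difference between the tissues' fold changes over 43 genes of Table 1 and Supplementary Table S2 correlated with the paper's at a Spearman's rho of -0.816 (permutation test, p = 2e-05, the smallest that these permutations can give), and -0.860 over 38 genes with the reported fit. The median distance to the paper's fold changes was 0.173 as labelled and 0.0217 with the tissues exchanged. By the sum of a gene's distances in both tissues, 24 genes were nearer when exchanged and 0 as labelled. For 19 the sum was the same either way, as it is wherever both fold changes lie on the same side of both of the paper's. In the same fit *Gria1* and *Gad1*, which the paper lists as DE in the hippocampus only, were DE in the files' neocortex (adjusted p = 0.0271 and 0.0442 by DESeq2's Wald test) and not in the hippocampus (adjusted p = 0.840 and 0.306). A candidate explanation is that the tissue columns were exchanged between the paper's tables and the labelled files. Over the 9 alternatives that kept every replicate and were not added later, the adjusted p in the neocortex ranged from 0.0236 to 0.239 for *Gria1* and from 0.0442 to 0.358 for *Gad1*, and in the hippocampus from 0.718 to 0.863 and from 0.306 to 0.577. The tissue labels of the samples themselves were tested with marker genes. The dentate granule cell score was 3.27 to 4.85 in samples labelled hippocampus and 0.783 to 2.40 in those labelled neocortex, a mean difference of 2.89, and the upper-layer neocortex score was 4.43 to 5.24 and 6.30 to 6.88. The labels are therefore kept as given, and the exchange, if any, lies between the tables and the files.

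The levels of some genes split the miR-324-null samples in both tissues, as noticed after the values were seen and not tested. In replicates 1 to 5, *Alpk1* stood at 7.26, 6.20, 13.2, 17.7 and 17.6 CPM in the hippocampus and 6.30, 6.27, 12.5, 14.8 and 22.2 CPM in the neocortex. *Gm10282* stood at 8.82, 9.87, 0.862, 1.79 and 7.01 CPM, and 7.25, 6.97, 1.25, 1.10 and 7.11 CPM. *Eno1b* stood at 248, 278, 0, 1.64 and 236 CPM, and 223, 209, 0.891, 0.440 and 235 CPM.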
